# A cell-type-specific alternative splicing regulator shapes synapse properties in a *trans*-synaptic manner

**DOI:** 10.1016/j.celrep.2023.112173

**Published:** 2023-03-01

**Authors:** Lisa Traunmüller, Jan Schulz, Raul Ortiz, Huijuan Feng, Elisabetta Furlanis, Andrea M. Gomez, Dietmar Schreiner, Josef Bischofberger, Chaolin Zhang, Peter Scheiffele

**Keywords:** synapse formation, alternative splicing, synaptic plasticity, KHDRBS3, object recognition, neuroligin, neurexin, neurodevelopmental disorder, autism

## Abstract

The specification of synaptic properties is fundamental for the function of neuronal circuits. “Terminal selector” transcription factors coordinate terminal gene batteries that specify cell-type-specific properties. Moreover, pan-neuronal splicing regulators have been implicated in directing neuronal differentiation. However, the cellular logic of how splicing regulators instruct specific synaptic properties remains poorly understood. Here, we combine genome-wide mapping of mRNA targets and cell-type-specific loss-of-function studies to uncover the contribution of the RNA-binding protein SLM2 to hippocampal synapse specification. Focusing on pyramidal cells and somatostatin (SST)-positive GABAergic interneurons, we find that SLM2 preferentially binds and regulates alternative splicing of transcripts encoding synaptic proteins. In the absence of SLM2, neuronal populations exhibit normal intrinsic properties, but there are non-cell-autonomous synaptic phenotypes and associated defects in a hippocampus-dependent memory task. Thus, alternative splicing provides a critical layer of gene regulation that instructs specification of neuronal connectivity in a *trans*-synaptic manner.

## Highlights

• The alternative splicing factor SLM2 binds mRNAs encoding synaptic proteins
• SLM2 regulates splice isoforms in a cell-type-specific manner
• SLM2 loss results in selective non-cell-autonomous alterations in synaptic function
• Mice lacking SLM2 in somatostatin interneurons exhibit short-term memory deficits

## Introduction

Neuronal synapses are small but remarkably specialized cell-cell contacts. Across synapses, their strength, the probability of neurotransmitter release, and plasticity properties are tightly controlled and represent the basis for neuronal computations. While individual neuronal cells exhibit reproducible intrinsic properties that are linked to the genetic cell identity, the synaptic properties are a function of both the pre- and postsynaptic partner cell. Thus, a single neuron can form synapses with dramatically different functional properties on two different target cell types.^1^^,^^2^^,^^3^ The genetic mechanisms underlying the specification of these properties are incompletely understood.

Pre- and postsynaptic compartments encompass a high concentration of specific protein complexes that coalesce around nascent cell contacts. One candidate mechanism for generating target-specific synapse properties are *trans*-synaptic recognition codes that recruit select ion channels and neurotransmitter receptors in the opposing synaptic membrane.^4^^,^^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^ Posttranscriptional mechanisms such as regulated alternative splicing are hypothesized to play a critical role in this process.^12^^,^^13^^,^^14^ Cross-species comparisons demonstrated a significant expansion of alternative exon usage in organisms and tissues with high phenotypic complexity. Thus, alternative splicing programs are particularly complex in the nervous system and have vastly expanded in mammals and primates.^15^^,^^16^^,^^17^ Moreover, the high degree of splicing regulation in the brain is accompanied by the expression of a large number of neuronal splicing regulators.^18^ Recent rodent studies mapped developmental and cell-type-specific alternative splicing programs in neurons.^14^^,^^19^^,^^20^^,^^21^^,^^22^^,^^23^^,^^24^ The targets of such regulation are enriched for risk genes associated with neurodevelopmental disorders,^19^^,^^25^ and alterations in splicing events are associated with autism spectrum disorders in the human population.^26^^,^^27^^,^^28^

Genetic deletion of pan-neuronal RNA-binding proteins results in severe alterations in vast programs of alternative splicing, and simultaneous deletion of multiple RNA-binding protein (RBP) paralogs often results in embryonic or perinatal lethality.^25^^,^^29^^,^^30^^,^^31^^,^^32^^,^^33^ These studies firmly established a critical role for alternative splicing regulators in neural development. However, it has been difficult to dissociate specific functions of RBPs in controlling synaptic connectivity and function from a more general requirement for cell specification and viability. The KH-domain-containing paralogs SLM1 and SLM2 exhibit highly selective expression in neuronal cell types, raising the possibility that they may contribute to the terminal differentiation of these cells.^34^^,^^35^^,^^36^ Global genetic ablation of SLM2 results in increased synaptic transmission, loss of long-term potentiation at Schaffer collateral synapses in the hippocampus, and altered animal behavior.^37^^,^^38^ However, the molecular logic of how these neuronal cell-type-specific splicing regulators contribute to the acquisition of synaptic properties remains largely unclear.

Here, we systematically probed the function of SLM2, which is highly expressed in glutamatergic CA1 and CA3 pyramidal cells and a sub-set of somatostatin-positive GABAergic interneurons in the mouse hippocampus.^35^^,^^39^ We combined genome-wide mapping of SLM2-bound mRNAs *in vivo* with conditional loss-of-function analyses in hippocampal pyramidal cells and somatostatin (SST) interneurons in the *stratum oriens* of hippocampus area CA1. We find that SLM2 selectively controls alternative splicing of synaptic proteins, as well as synaptic function and plasticity in a *trans*-synaptic manner. We propose that cell-type-specific alternative splicing regulators like SLM2 provide a key mechanism for instructing the molecular identity of synaptic interaction modules in mammals.

## Results

### SLM2-bound mRNAs encode synaptic proteins

In the mouse hippocampus, SLM2 is expressed in glutamatergic pyramidal cells but also a sub-population of GABAergic interneurons.^34^^,^^35^^,^^36^ These include *oriens-alveus lacunosum-moleculare* (OLM) cells of CA1, a class of SST-positive interneurons. Within neuronal nuclei, SLM2 is concentrated in nuclear sub-structures (Figure 1A), reminiscent of nuclear bodies formed by the SLM2 paralog SAM68.^40^^,^^41^ However, only a fraction of sub-nuclear structures in hippocampal neurons showed SLM2-SAM68 co-localization (Figure 1B). 

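RNA bound to SLM2, the product of *Khdrbs3*, was cross-linked by UV light, immunoprecipitated and sequenced beside size-matched input RNA. The series holds 12 libraries from mice aged 30 days. Wild-type whole brain has 2 eCLIP and 2 input libraries, wild-type hippocampus has 2 and 2, and *Slm2* KO hippocampus has 2 and 2; the knockout libraries were not analysed here. A whole-brain lysate was made from 1 brain and a hippocampal lysate from 4 hippocampi, and eCLIP libraries were amplified with 14 PCR cycles for whole brain and 16 for hippocampus (12 and 16 for the inputs). After removal of duplicates, the whole-brain eCLIP libraries held 16437829 and 11633337 reads and their inputs 13679158 and 8713111. Hippocampal eCLIP libraries held 4358717 and 2931745 reads and their inputs 461577 and 452873. Whole brain thus had 3.85 times the eCLIP reads and 24.5 times the input reads of hippocampus, so tissue, depth and PCR cycles vary together in every comparison of the tissues. The authors trimmed reads with cutadapt, mapped them to mm10 with STAR, removed duplicates by unique molecular identifiers, called peaks with CLIPper, merged the 2 replicates of a tissue by IDR and kept peaks with a log2 fold change over input of at least 2 and a −log10 IDR of at least 2. Each tissue has 1 merged list, so counts of peaks have no spread between replicates, and the exact (Clopper-Pearson) 95% binomial intervals given beside shares cover counting error only. From these lists, each peak was assigned to the GENCODE genes that hold its centre on the same strand, its sequence was read from the GRCm38 genome, the same build as mm10, and its position was compared with exons, introns and the peaks of the other tissue. The fold change, p and IDR of each peak are the authors' own, and serve to describe, rank or filter peaks within a list.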

To identify SLM2-associated RNAs, we used enhanced cross-linking and immunoprecipitation (eCLIP) on mouse whole-brain and hippocampal samples. Tag counts obtained from independent replicates with the CTK pipeline^42^ were highly correlated (Table S1; Figure S1A). 77% of the binding events occurred in introns, whereas only 2% mapped to exons (Figure 1C). 

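SLM2 peaks lay mostly in introns in whole brain and less often so in hippocampus. Of the whole-brain peaks, 1948 of 2057 (94.7%, 95% interval 93.6 to 95.6) had their centre in an intron, among them every peak of *Ptprd*, which encodes a synaptic adhesion molecule, and of *Nrg3*. In hippocampus 111 of 178 peaks (62.4%, 54.8 to 69.5) were intronic, a difference of 32.3 percentage points (Fisher's exact test over peaks, two-sided, p = 4.4e-33). The hippocampal list instead held 59 peaks (33.1%, 26.3 to 40.6) in exons of transcripts without a coding frame, against 79 (3.84%, 3.05 to 4.76) in whole brain. *Malat1* and *Meg3*, long non-coding RNAs of the nucleus, held 18 and 14 hippocampal peaks, and the whole-brain list has none in either. Peaks in coding exons numbered 8 in whole brain (0.389%, 0.168 to 0.765) and 1 in hippocampus (0.562%, 0.0142 to 3.09). The 3′ UTRs held 16 whole-brain peaks (0.778%, 0.445 to 1.26) and 4 hippocampal peaks (2.25%, 0.616 to 5.65), and the 5′ UTRs 6 and 3. All exons together took 109 whole-brain peaks (5.30%, 4.37 to 6.36) and 67 hippocampal peaks (37.6%, 30.5 to 45.2). Within protein-coding genes the intronic share was 95.6% in whole brain and 80.7% in hippocampus (Fisher's exact test, two-sided, p = 2.0e-09). Peaks of 1 gene are not independent, and without the hippocampal peaks of −log10 p below 2 the hippocampal share was 32.5%.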

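The tetramer UWAA (W = U or A) was denser at whole-brain peaks than beside them, and most of the genes with many peaks shared this. With all windows of a gene kept, as for each single gene named in the text, UWAA in *Ptprd* started at 4.19 of 100 positions within 50 nt of the peak centres and at 2.03 in the flanks centred 500 nt away. The values were 4.08 and 1.65 in *Lrrtm4*, which encodes a postsynaptic adhesion molecule, and 4.26 and 1.96 in *Dlg2*, which encodes the scaffold PSD-93. *Rbfox3*, which encodes the neuronal splicing regulator NeuN, had 0.450 at its peaks and 0.590 in the flanks, and *Grm4*, which encodes a metabotropic glutamate receptor, 0.230 and 0.395.
Over 242 genes with at least 1 window of at most 20% repeat-masked bases, the mean density in whole brain was 2.52 at peaks and 1.34 in flanks. The difference of 1.18 (95% bootstrap interval 0.902 to 1.46) was positive in 149 genes (two-sided sign-flip permutation test over genes, p = 1e-05, the smallest that 100000 resamples can give). In hippocampus 35 genes had 1.02 at peaks and 0.982 in flanks, a difference of 0.0329 (−0.600 to 0.719) that was positive in 11 genes (permutation test, p = 0.925). The excess in whole brain was larger than in hippocampus by 1.145 (0.398 to 1.84; two-sided permutation of tissue labels over genes, p = 0.00422). Genes in both lists were not paired, so this test does not separate the tissues from the genes that each list holds. With all windows kept, hippocampal genes went both ways: *Frmpd4*, which encodes a postsynaptic scaffold, had 9.18 at peaks and 0.255 in flanks and the ephrin receptor gene *Epha6* 4.85 and 1.53, while the kainate receptor gene *Grik2* had 3.74 and 4.93 and *Gphn* 1.02 and 3.57. At least 1 UWAA lay within 50 nt of the centre of 83.6% of whole-brain peaks (81.9 to 85.2) and 67.4% of hippocampal peaks (60.0 to 74.2), against 67.3% and 63.8% of flanks. The repeat filter left 811 of the whole-brain and 59 of the hippocampal peaks; with all windows kept the hippocampal difference was 0.832 over 91 genes (permutation test, p = 0.00486). At a log2 fold change of at least 3, where 6 hippocampal genes were left, the difference between the tissues was −0.208 (permutation test, p = 0.837).

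**Figure D1:**
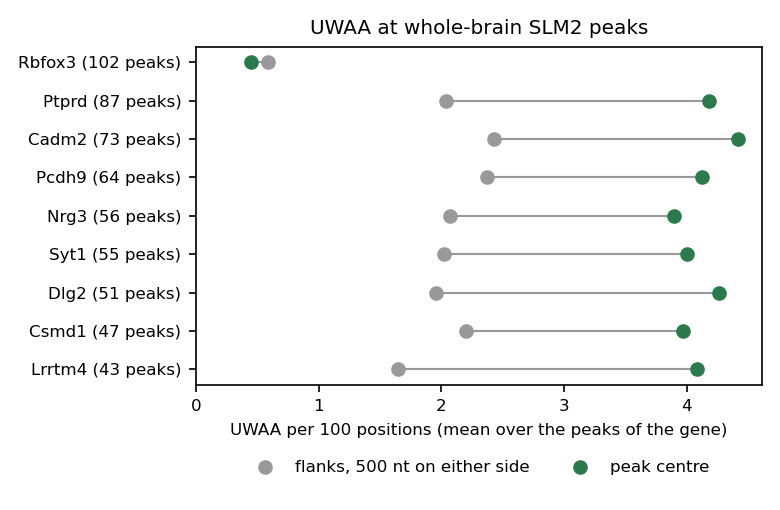
UWAA starts per 100 positions at peak centres (green) and in the flanks centred 500 nt away (grey) for 9 of the 10 genes with the most whole-brain SLM2 peaks, each point the mean over the peaks of the gene with all windows kept. In *Rbfox3* the flanks are above the peaks (0.590 and 0.450), and in the other genes shown the peaks are above the flanks, from 3.90 in *Nrg3* to 4.42 in *Cadm2*.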

Cross-link-induced truncation site (CITS) analysis identified the exact protein-RNA cross-link sites, which are enriched in the UWAA tetramer element (W = U/A; Figures 1D and S1B), a motif recognized by SLM2 *in vitro*.^43^ 

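Among 7-mers, those made of A and U led the whole-brain peaks, and UUWAAAA was among the enriched ones. The 7-mer AAUAAUA ranked first of 16384 with a z score of 15.6, from 44 occurrences at peaks and 9 in flanks, followed by AUAAUAA with 13.8. UUUAAAA ranked 35 (z = 7.84, 44 at peaks and 23 in flanks) and UUAAAAA ranked 69 (z = 7.01, 42 and 24). Both forms of UUWAAAA occur in the peak just downstream of the alternatively spliced exon of *Nrxn2*. Averaged over genes, UUWAAAA started at 0.128 of 100 positions at whole-brain peaks and at 0.0559 in flanks, a difference of 0.0725 (95% bootstrap interval 0.0196 to 0.129) that was positive in 46 of 242 genes (two-sided sign-flip permutation test over genes, p = 0.00871). In hippocampus the difference was −0.0150 (−0.0451 to 0), and no gene of 35 had more UUWAAAA at peaks than in flanks (permutation test, p = 1). Of the 20 highest whole-brain 7-mers, 5 hold UWAA, a share that is 2.83% among all 7-mers. None of the 20 highest hippocampal 7-mers holds it. Most of those hippocampal 7-mers overlap one another, such as ACGAAGG and CGAAGGU (11 and 10 at peaks, 0 in flanks). They are not independent, so this contrast does not show a different motif in hippocampus. Of those 20 whole-brain 7-mers, 4 are part of the sequencing adaptor, such as AUCGGAA. GGWGG was denser at peaks than in flanks in whole brain, with 0.561 and 0.284 (permutation test, p = 2e-05). It was also denser in hippocampus, with 0.712 and 0.241 (permutation test, p = 0.0262, higher in 14 of 35 genes). The overlapping hippocampal 7-mers include AGGUGGU, which holds GGWGG, and their part in this hippocampal excess was not tested. Of *Rbfox3*, *Grm4* and *Mbp*, genes with many whole-brain peaks, *Grm4* had the highest GGWGG density at its peaks, at 1.70 against 1.03 in its flanks. The z scores use overlapping windows of the same genes and are ranks only, and with windows centred on the 5′ end of the peak the whole-brain UUWAAAA difference was 0.0201 (permutation test, p = 0.371).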

*De novo* motif discovery using mCross, a computational method to model RBP binding sequence specificity and cross-link sites,^44^ revealed a UUWAAAA 7-mer as the dominant RNA motif bound by SLM2 *in vivo* (Figures 1E and S1B–S1D). 

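The strongest whole-brain SLM2 peak lay in an intron of *Pex5l*, which encodes a partner of HCN channels, on chromosome 3 of mm10 from 33125067 to 33125212, with a log2 fold change over input of 6.04. The next 4 peaks by fold change were in *Slc9a9* (5.97), *Brms1l* (5.27), *Dock1* (5.18) and *Angpt1* (5.08). These 4 are 24 to 28 nt long, each holds 12 to 14 nt identical to the sequencing adaptor, and each is the only whole-brain peak of its gene. In hippocampus the strongest peaks were in *Cdyl*, which encodes a chromatin corepressor (5.10), *Malat1* (4.71), *Frmpd4* (4.45), *Rbfox3* (4.34) and *Meg3* (4.33). The *Cdyl* peak lay in an exon of a transcript without a coding frame. UWAA started there at 0 of 100 positions, against 1.02 in the flanks. Whether this peak stems from the mRNA of *Cdyl* was not tested. Whole-brain peaks in genes of the synapse reached 4.66 in *Dlg2*, 4.50 in *Syt1*, which encodes the calcium sensor of vesicle release, and 4.44 in *Ptprd*. The median log2 fold change was 2.56 over the whole-brain list, which has a median peak length of 106 nt, and 2.50 over the hippocampal list, with 102.5 nt. The median −log10 IDR was 2.42 in whole brain and 3.12 in hippocampus. The median −log10 p was 4.32 in whole brain, where the lowest was 2.82, and 1.75 in hippocampus, where 95 peaks (53.4%, 95% interval 45.8 to 60.9) were below 2. Among hippocampal peaks of genes named by the study, the 2 of *Nrxn2* had −log10 p of 1.49 and 0.635.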

High--confidence SLM2 binding events in the replicates were identified using CLIPper followed by IDR (Figure 1F; log_2_ fold change ≥ 2 and false discovery rate [FDR]? −log_10_ ≥ 2; Table S1). Gene Ontology analysis of SLM2-bound mRNAs revealed a strong enrichment of mRNAs encoding glutamatergic synapse components (Figures 1G and S1E). 

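Target genes of SLM2 in whole brain included more genes of glutamatergic synapses than random lists matched in 20 bins of gene length. Of 18 ionotropic glutamate receptor genes, 9 held a peak against 2.60 in random lists matched on gene length (adjusted permutation p = 0.00102), and of 8 metabotropic receptor genes 4 did against 1.15 (adjusted p = 0.0262). Of 30 genes of excitatory postsynaptic scaffolds 11 held a peak against 3.63 (adjusted permutation p = 0.00102), among them *Dlg2*, *Lrrc7*, which encodes densin-180, and *Cnksr2*, with 15 peaks. Of 63 synaptic adhesion genes 28 did against 8.35 (adjusted permutation p = 0.000567), led by *Ptprd*, *Cadm2* and *Nrg3*. Genes of the presynaptic release machinery gave 10 of 49 against 4.55 (adjusted permutation p = 0.0247), with 7 peaks in *Rims1* and 6 in *Rims2*, which encode active zone proteins.
Other groups also exceeded their matched lists in whole brain. RNA-binding proteins and splicing regulators had 12 of 43 against 2.14 (adjusted permutation p = 0.000567), including *Celf2* with 31 peaks, *Celf4* with 4 and *Nova1*. Potassium and HCN channels had 8 of 33 against 3.79 (adjusted permutation p = 0.0378), with 27 peaks in *Kcnip4* and 14 in *Kcnh7*, and axon guidance genes 10 of 32 against 4.91 (adjusted p = 0.0317), with 4 in *Epha5*. Genes of GABAergic synapses had 3 of 22 against 1.87 (adjusted permutation p = 0.397), with 4 peaks in *Gphn*, which encodes gephyrin, and 1 each in *Gabbr2* and *Gabrg3*. Calcium and sodium channels had 5 of 33 against 3.22 (adjusted permutation p = 0.317), among them *Cacna2d1* and *Cacng2*. Markers of GABAergic interneurons had 0 of 20 and markers of microglia and endothelium 0 of 20 (adjusted permutation p = 1 for both). Astrocyte markers had 1 of 20, *Slc1a2* (adjusted permutation p = 0.934), oligodendrocyte and precursor markers 1 of 22, *Mbp* with 13 peaks (adjusted p = 0.701), and ribosomal protein and housekeeping genes 1 of 30, *Ywhaz* (adjusted p = 0.0860).
In hippocampus, lists past the test were ionotropic receptors with 4 of 18 (*Grik2*, *Grin2a*, *Gria1* and *Gria2*; adjusted permutation p = 0.00442), scaffolds with 8 of 30 (adjusted p = 0.000567), adhesion with 11 of 63 (adjusted p = 0.000567) and RNA-binding proteins with 4 of 43 (adjusted p = 0.00213). Metabotropic receptors had 2 of 8 there (*Grm5* and *Grm7*; adjusted permutation p = 0.0593), the release machinery 3 of 49 (*Syt1*, *Cadps* and *Stxbp5l*; adjusted p = 0.134), and *Rpl4*, *Pdgfra*, *Gphn* and *Epha6* were each the only member of their list with a peak. Each test drew 10000 random lists in 20 bins of gene length from all protein-coding genes (one-sided permutation test, Benjamini-Hochberg over 17 lists). Genes not expressed in brain stayed in that background because expression was not analysed here. These bins were coarse for long genes. Among genes over 50 kb, whole-brain random lists held 13.3 for 46 adhesion members and 4.74 for 26 scaffold members. For all members they held 8.35 for 63 and 3.63 for 30, so the main expected counts may be too low. The oligodendrocyte list did not rise (0.699 and 0.712). Adhesion and scaffolds still passed among genes over 50 kb (adjusted permutation p = 0.000800 and 0.00427). Among genes over 50 kb the whole-brain lists of metabotropic receptors (adjusted permutation p = 0.0682), release machinery (0.0544), potassium and HCN channels (0.204) and axon guidance (0.0682) no longer passed, and for genes with at least 2 peaks release machinery (0.0563) and axon guidance (0.497) did not. At a log2 fold change of at least 3 the adhesion list alone of these passed in whole brain (adjusted permutation p = 0.000850), and with hippocampal peaks of −log10 p below 2 left out no list passed in hippocampus.

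**Figure D2:**
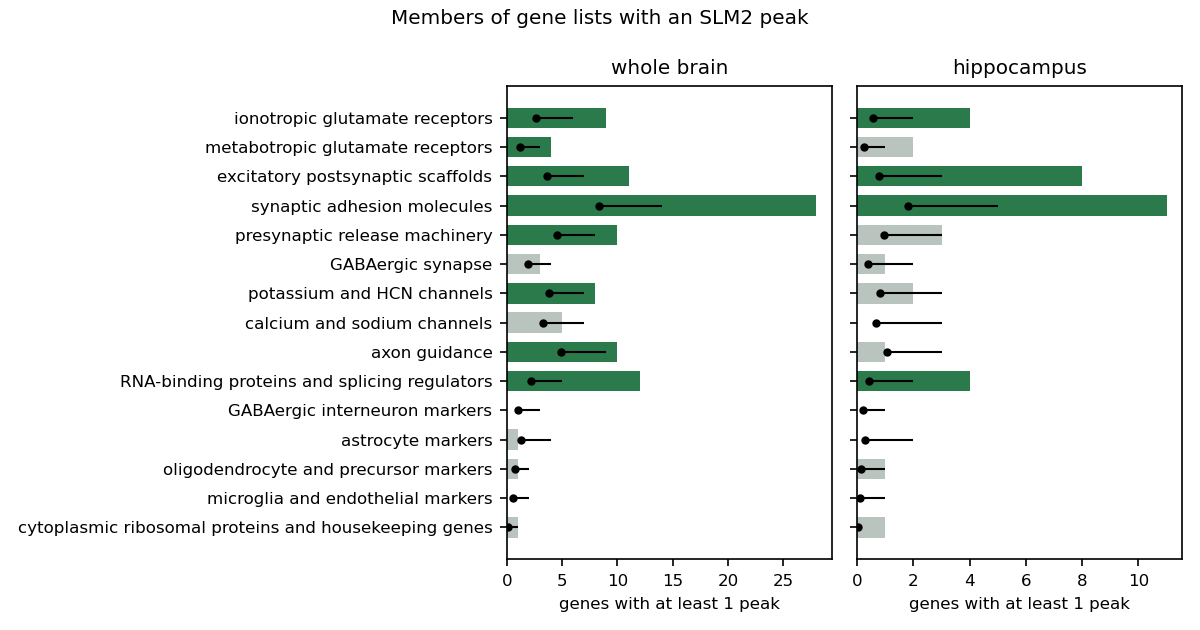
Number of genes with at least 1 SLM2 peak in 15 gene lists (bars) in whole brain and hippocampus, each with its own horizontal scale. Dots give the mean of 10000 random lists matched on gene length, lines reach to the upper end of the central 95% of those lists, and dark bars have an adjusted p under 0.05, which holds for 8 lists in whole brain and 4 in hippocampus.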

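The whole-brain peaks fell into 467 genes, of which 421 are protein-coding. *Rbfox3* held the most, 102 peaks within 421.8 kb of chromosome 11, followed by *Ptprd* with 87, *Cadm2* with 73 and *Pcdh9*, which encodes a protocadherin, with 64. *Nrg3*, which encodes a neuregulin, had 56, *Syt1* had 55, *Dlg2* had 51, *Csmd1*, which encodes a complement regulator, had 47, and *Lrrtm4* had 43. With each peak given to 1 gene, which leaves 434 genes, the 10 genes with the most peaks held 629, or 30.6% of the list, while 248 genes had 1 peak. By the same count, at least 5 peaks were found in 77 genes and at least 20 in 24 genes. *Khdrbs3* itself had 1 intronic peak (log2 fold change 2.70), its paralog *Khdrbs2*, which encodes SLM1, had 1 (2.98), and *Khdrbs1*, which encodes SAM68, had none. The hippocampal list has 109 genes, 83 of them protein-coding. After *Malat1* and *Meg3*, the most hippocampal peaks were in *Csmd1* with 9 and *Syt1* with 6, and *Nrg3*, *Dlg2*, *Kcnip4* and *Rock1*, which encodes a protein kinase, had 5 each, those of *Rock1* being neighbouring fragments of 1 site. Protein-coding targets are long genes, with a median of 239.6 kb in whole brain against 16.8 kb for the other protein-coding genes.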

Among the 424 high-confidence SLM2 target mRNAs in whole-brain samples, 110 were annotated in SynGO^45^ to encode synaptic proteins, with 59 presynaptic and 49 postsynaptic density components (Figure 1H). These include pan-neuronally expressed mRNAs such as *Nrxn1*,*2*,*3*, *Nlgn1*, *Lrrtm4*, *Dlgap1*,*2*, *Tenm2*, and *Cadm1*, as well as postsynaptic proteins preferentially expressed in GABAergic interneurons such as *Erbb4* and *Gria4*.^46^^,^^47^ No significant peaks were observed in size-matched input samples, and dense clusters of the UWAA motif in target mRNAs often closely aligned with SLM2 binding events (Figure 1I). These experiments uncover an array of mRNAs encoding synaptic proteins that are bound by endogenous SLM2 *in vivo*.

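Of 24 genes that the study names as SLM2 targets, all 24 had a whole-brain peak and 13 a hippocampal peak; the study chose them on these samples, so the count is no independent evidence. *Nlgn1*, which encodes the postsynaptic adhesion protein neuroligin-1, had 35 whole-brain peaks with a highest log2 fold change of 3.23, all in introns, and 2 hippocampal peaks. *Tenm2*, which encodes a teneurin, had 22 peaks (highest 2.99), *Dlgap1* had 7 (3.41) and *Dlgap2* had 5 (2.74). The last 2 encode scaffolds of the postsynaptic density. *Gria4*, which encodes an AMPA receptor subunit, had 10 whole-brain peaks (2.90) and none in hippocampus, and *Erbb4*, which encodes a neuregulin receptor, had 6 (3.71) and 1 (2.45). *Il1rapl1*, a gene for a synaptic organizer on the X chromosome, had 25 whole-brain peaks (3.66), and *Adgrl3*, which encodes latrophilin-3, had 3 (3.89). *Homer1*, *Cadps* and *Pclo*, genes for scaffold and vesicle release proteins, had 1 peak each, at 2.47, 2.99 and 2.26. UWAA density at the peaks was above that of the flanks in *Nlgn1* (4.37 and 1.94), *Dlgap1* (3.35 and 0.875) and *Dlgap2* (3.06 and 0.816), while *Erbb4* had 3.06 and 2.72.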

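SLM2 peaks of both tissues met in the same genes and often at the same positions. Of 83 protein-coding hippocampal targets, 60 (72.3%) were also whole-brain targets. Random gene sets matched on gene length gave 12.6 (highest of 10000 draws 27, one-sided permutation test, p = 1e-04, the smallest they can give). Of the 178 hippocampal peaks, 55 (30.9%, 95% interval 24.2 to 38.2) shared at least 1 nt with a whole-brain peak on the same strand. Random placement of each peak within its own gene gave 1.75 (highest of 10000 draws 9; one-sided permutation test, p = 1e-04, the smallest they can give). Peaks in protein-coding genes overlapped in 53 of 135 cases (39.3%, 31.0 to 48.0) and peaks in non-coding genes in 2 of 43 (4.65%, 0.568 to 15.8). The other 23 protein-coding hippocampal targets include genes of synapses, such as *Gria1*, which encodes an AMPA receptor subunit (log2 fold change 3.72), *Camk2a*, which encodes a kinase of the postsynaptic density (2.35), and *Dlg4*, which encodes PSD-95 (2.09), and genes of other functions, such as *Rpl4*, which encodes a ribosomal protein (2.28), and *Nop56*, which encodes a nucleolar protein (2.52), all named after their values were seen. The −log10 p was 9.78 for the peak of *Gria1* but 1.10 for *Camk2a* and 0.741 for *Dlg4*. Whole brain contains hippocampus, and the depth of the libraries differed, so a gene in only 1 list is not shown to be bound in only that tissue. After its account of target mRNAs enriched for glutamatergic synapse components, the paper concludes that endogenous SLM2 binds an array of mRNAs encoding synaptic proteins.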

**Figure 1:**
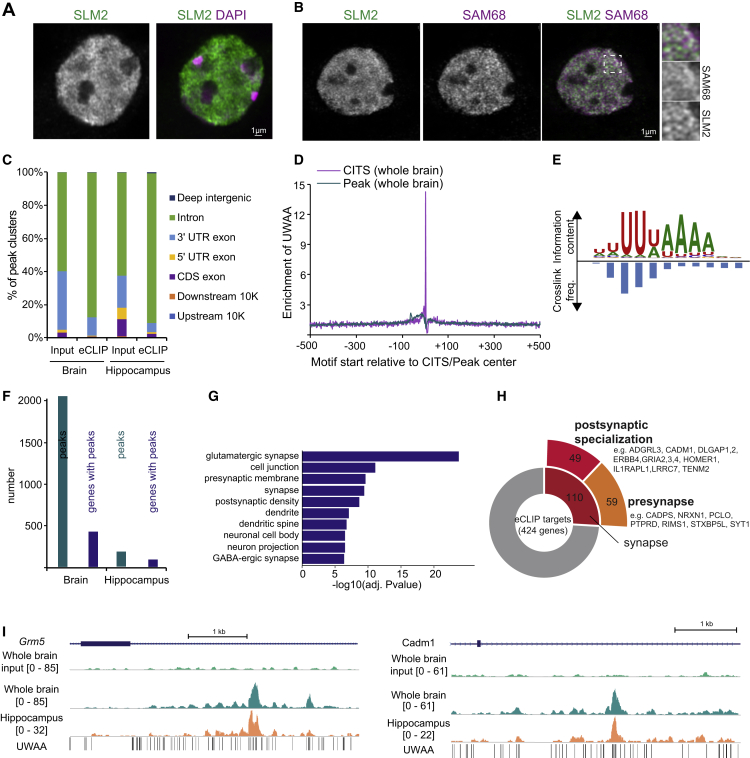
SLM2-bound mRNAs encode synaptic proteins (A) Endogenous SLM2 immunoreactivity (green) and DAPI (purple) in hippocampus. Scale bar, 1 μm. (B) Immunostaining for SLM2 (green) and SAM68 (magenta) in cultured hippocampal neurons (day *in vitro* 12). Insets show enlargement of boxed area. Scale bar, 1 μm. (C) Cluster annotation summary for input and eCLIP samples. (D) Enrichment of UWAA around cross-link-induced truncation site (CITS), calculated from frequency of UWAA starting at each position relative to the inferred cross-link sites, normalized by frequency of the element in flanking sequences in whole-brain eCLIP data. Enrichment of UWAA around the CLIP tag cluster peak center shown for comparison. (E) SLM2 binding motif determined by mCross in whole-brain eCLIP data. Cross-linking frequencies at each motif position represented by blue bars. (F) Number of high-confidence SLM2 targets identified by CLIPper and IDR analysis (log_2_ fold change ≥ 2 and −log_10_(IDR) ≥ 2) in whole-brain and hippocampal eCLIP samples. (G) Gene Ontology analysis (DAVID tools) of genes with significant SLM2 binding sites (whole brain). Top 10 enriched Gene Ontology categories for cellular compartment displayed. (H) Sunburst chart and gene examples associated with synaptic function of high-confidence eCLIP targets from whole-brain samples identified by CLIPper and IDR. (I) SLM2 eCLIP read densities on eCLIP targets compared with size-matched input. UWAA motif enrichment in whole-brain (green) and hippocampal (orange) samples. Coordinates shown are *Grm5* chr7: 87,601,936–87,607,378 and *Cadm1* chr9: 47,836,291–47,840,954.

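*Grm5*, which encodes the metabotropic glutamate receptor mGluR5, and *Cadm1*, which encodes a synaptic adhesion molecule, each held 1 whole-brain SLM2 peak in the region of Figure 1I. The *Grm5* peak spans 87605219 to 87605411 of chromosome 7 (mm10) in an intron, with a log2 fold change of 4.26, the highest of the 17 whole-brain peaks of this gene, and a −log10 p of 19.1. The *Cadm1* peak spans 47838895 to 47839085 of chromosome 9 in an intron, with a log2 fold change of 2.90 and a −log10 p of 9.43, and is the only whole-brain peak of that gene. UWAA started 8 times within the 193 nt of the *Grm5* peak and 7 times within the 191 nt of the *Cadm1* peak. Within 50 nt of its centre the *Cadm1* peak had 3.06 UWAA per 100 positions and its flanks had 3.57, while the means over the whole-brain peaks of *Grm5* were 4.92 and 2.13. The whole regions hold 93 UWAA in 5443 nt of *Grm5* (1.71 per 100 nt) and 68 in 4664 nt of *Cadm1* (1.46 per 100 nt). In the hippocampal list neither region has a peak, and *Grm5* has 1 peak elsewhere (log2 fold change 2.83). These lists hold peaks and no read densities, so tracks were not analysed here.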

### Identification of cell-type-specific SLM2-dependent exons

Action of RBPs is frequently dependent on expression level.^22^^,^^48^ Thus, we quantified SLM2 immunoreactivity across hippocampal neuron sub-populations (Figures 2A and 2B). SLM2 expression was highest in CA3 pyramidal cells (Grik4-cre; Figure S2A) and significantly expressed in CA1 pyramidal cells (CamK2-cre) and SST interneurons (SST-cre) (Figures 2B and S2B). More than 90% of genetically marked CA1 and CA3 pyramidal cells expressed SLM2 (Figures S2C and S2D). By contrast, SLM2 is not detectable in dentate granule cells (Figure 2B). We performed conditional ablation and mapped transcripts in the respective cell types by RiboTrap.^49^^,^^50^ Using CamK2-cre, Grik4-cre, and SST-cre lines, we selectively ablated SLM2 in hippocampal CA1 (*Slm2*^*ΔCamK2*^) and CA3 (*Slm2*^*ΔGrik4*^) pyramidal cells and SST-positive GABAergic interneurons (*Slm2*^*ΔSST*^), respectively (Figures 2C and 2D). Immunostaining for SLM2 confirmed complete loss of the protein at postnatal day 16–18 (P16–18) for *Slm2*^*ΔSST*^ and P42–45 for *Slm2*^*ΔCamK2*^ and *Slm2*^*ΔGrik4*^ in 75%–90% of the cre-positive cells (Figure 2D). Using RiboTrap affinity isolation, we deeply mapped the transcriptomes in wild-type and knockout cells (>90 Mio uniquely mapping reads/sample, >84% of reads mapping to mRNA, 4 replicates per genotype and cell population, one replicate for *Slm2*^*ΔCamK2*^ excluded due to 3′ bias; see Table S2 for details). There was very little variance between replicates or the RiboTrap samples from knockout versus wild-type mice (Figure 2E), suggesting that loss of SLM2 does not impact the terminal gene batteries of these cell types. Scatterplots further confirmed only minimal alterations at the level of overall gene expression (Figure 2F). The most strongly altered transcript (1.5- to 4.7-fold up-regulated; see Table S2 for details) was the SLM2 paralog SLM1/*Khdrbs2*, consistent with functional cross-repression.^36^

**Figure 2:**
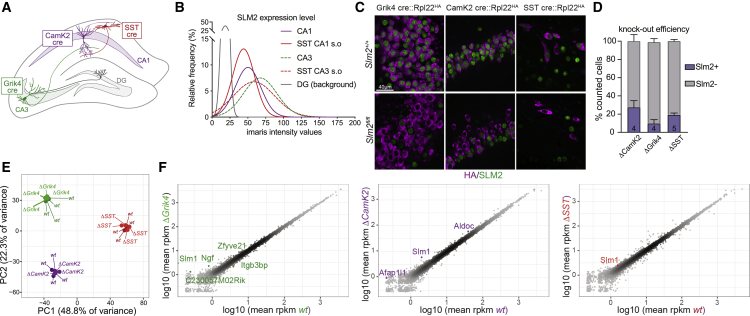
Conditional ablation of SLM2 in hippocampal cell types (A) Cre drivers to assess the molecular profile of hippocampal *Cornu Ammonis* (CA) 1 (CamK2-cre), CA3 (Grik4-cre), and SST-positive (SST-cre) neurons. (B) Fitted Gaussian curves of relative frequency of SLM2 immunoreactivity in CA1, CA3 and SST cre-positive neurons in the *stratum oriens* (s.o) of CA1 and CA3. Background immunoreactivity defined based on staining of global *Slm2*^*KO*^ mice. n = 3 animals each. CA1: 68 cells, CA3: 75 cells, SST CA1 s.o: 73 cells, SST CA3 s.o: 60 cells, *dentate gyrus* (DG): 62 cells. (C) SLM2 expression in cre-positive cells defined by immunoreactivity for conditional Rpl22HA allele in *Slm2*^+/+^ and *Slm2*^*fl/fl*^ mice (HA: magenta, SLM2: green, scale bar, 40 μm). (D) Quantification of SLM2 deletion efficiency at P42–45 in CA1 (ΔCamK2, N = 4, n = 1,081) and CA3 (ΔGrik4, N = 4, n = 1,070) and at P16–18 in SST (ΔSST, N = 5, n = 157) neurons. Mean ± SEM. (E) Principal-component analysis of genes expressed in hippocampal *Slm2* wild-type and conditional knockout RiboTRAP pull-downs (wild type [WT] in green: Grik4^cre^:Rpl22^HA/HA^ N = 4, Δ*Grik4*: *Grik4*^*cre*^::*Rpl22*^*HA/HA*^::*Slm2*^*fl/fl*^ N = 4; WT in purple: *Camk2*^*cre*^::*Rpl22*^*HA/HA*^ N = 3, Δ*CamK2*: *Camk2*^*cre*^::*Rpl22*^*HA/HA*^::*Slm2*^*fl/fl*^ N = 3; WT in red: *SST*^*cre*^::*Rpl22*^*HA/HA*^ N = 4, Δ*SST*: *SST*^*cre*^::*Rpl22*^*HA/HA*^::*Slm2*^*fl/fl*^ N = 4). Variances explained by principal component 1 (PC1) and PC2 are indicated. Variance stabilization transformation was utilized to normalize gene expression. (F) Correlation analysis of the mean log10 transformed, normalized transcript counts (reads per kilobase million [rpkm]) between WT (x axis) and mutants (y axis). Differentially expressed genes (fold change ≥ 1.5, adjusted p value Benjamini and Hochberg ≤ 0.05) are marked in color.

When comparing differential alternative exon usage across wild-type CamK2, Grik4, and SST cells, we identified 2,860 differentially regulated exons between these populations (Table S2). Loss of SLM2 did not broadly modify these cell-type-specific splicing signatures (Figure S3A; Table S2) but modified only a handful of alternative splicing events (Figure 3A; p ≤ 0.01, fold change ≥ 2; Table S2), including increased exon incorporation at *Nrxn2* alternatively spliced segment 4 in all three cell populations (AS4; see Figures 3A, 3B, and S3E for validation of splicing changes by qPCR and S4A for a sashimi plot). By contrast, the corresponding alternative exon in *Nrxn3* was de-regulated only in CA3 (Grik4) and CA1 (CamK2) cells (Figures 3C and S3E). De-regulation of the mutually exclusive alternative exons e23/e24 in Syntaxin binding protein 5-like (*Stxbp5l*; also called Tomosyn-2) was another splicing event commonly altered in CA1 and CA3 but not *Slm2*^*ΔSST*^ cells (Figures 3A and S3C). In addition, we identified de-regulation of alternative exons in the unconventional myosin 1b (*Myo1b*) (in *Slm2*^*ΔCamk2*^ cells) and the ubiquitin ligase *Ube2d* and the GTPase-activating enzyme *Arhgap42* in *Slm2*^*ΔSST*^ cells.

**Figure 3:**
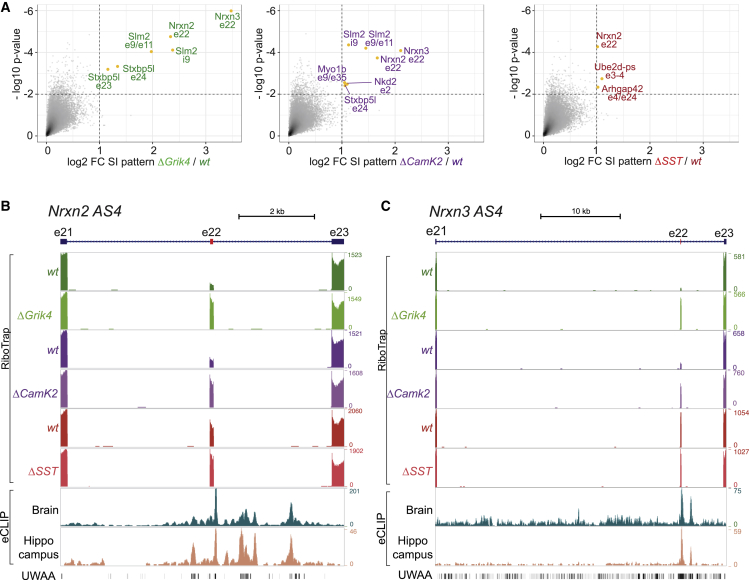
SLM2 directly regulates alternative splicing of mRNAs encoding synaptic proteins (A) Log2 fold change splicing index (FC SI) and −log10 p values of splicing patterns comparing WT and *Slm2* mutants. Significantly regulated exons are marked in color (fold change ≥ 2, p ≤ 0.01). (B and C) Sequencing tracks for WT and mutant (Δ) RiboTrap samples for hippocampal Grik4, CamK2, and SST cells and eCLIP analysis in whole brain and hippocampus for de-regulated exons of *Nrxn2* and *Nrxn3*. SLM2 binding events in downstream introns align with UWAA motifs. Coordinates: *Nrxn2* chr19:6,509,778–6,517,248; *Nrxn3* chr12:90,168,920–90,204,818.

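At *Nrxn2*, which encodes the presynaptic adhesion protein neurexin-2, all 10 whole-brain SLM2 peaks lay next to the exon of alternatively spliced segment 4 (AS4). This exon of 90 nt spans 6513716 to 6513805 of chromosome 19 (mm10). The strongest peak (log2 fold change 3.96, −log10 p 19.1) spans 6513827 to 6513914, 21 nt downstream of the exon. Its RNA sequence, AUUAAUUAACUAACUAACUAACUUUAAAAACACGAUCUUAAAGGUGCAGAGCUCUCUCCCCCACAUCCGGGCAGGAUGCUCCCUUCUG, holds 6 UWAA. Another 6 peaks lay downstream, 481 to 2110 nt from the exon, with log2 fold changes of 2.46 to 3.89. Upstream there were 2 peaks, 31 nt (2.47) and 351 nt (3.31) before the exon, and 1 peak overlapped the exon itself (2.08). In hippocampus *Nrxn2* had 2 peaks, 671 nt (2.63) and 1919 nt (2.02) downstream.
At *Nrxn3* the AS4 exon spans 90199147 to 90199236 of chromosome 12. Of 12 whole-brain peaks in this gene of 1612 kb, 2 lay in the intron after the exon, 34 nt (3.86) and 1149 nt (2.33) downstream, and none in the intron before it. The first of them spans 90199271 to 90199477 and holds 13 UWAA. The hippocampal list has 1 peak there, from 90199228 to 90199464 (2.73), which starts in the last bases of the exon. The AS4 exons were identified as the cassette exons of 90 nt within the coordinates of Figure 3; with 1 merged list per tissue, no test of these positions was made.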

Integration of the eCLIP and RiboTrap splicing analysis uncovered densely clustered intronic SLM2 binding events and the UWAA motif within 500 bases downstream of the de-regulated alternative exons (Figures 3B and 3C). This demonstrates that SLM2 binding directs skipping of upstream alternative exons. 

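UWAA was dense next to the AS4 exons of *Nrxn2* and *Nrxn3*. In the 500 nt downstream of the exon it started 10 times in *Nrxn2* and 26 times in *Nrxn3*, against 2.24 and 7.07 per 500 nt over the whole genes. The 500 nt upstream held 12 in each.
Over all genes, 74 of the whole-brain intronic peaks (3.80%, 95% interval 2.99 to 4.75) had their centre within 500 nt downstream of an exon, against 2.79% for random placements within the introns of the same genes (ratio 1.36; two-sided permutation test, p = 0.00880). Within 500 nt upstream of an exon were 35 peaks (1.80%, 1.25 to 2.49) against 2.80% (ratio 0.642; two-sided permutation test, p = 0.00460). Neighbouring peaks are not independent (63 pairs of whole-brain peaks touch), so both p values may be too small. In hippocampus 6 intronic peaks lay downstream (ratio 1.70, p = 0.261) and 4 upstream (ratio 1.137, p = 0.949) by the same permutation test. With exons of protein-coding transcripts only, the downstream ratio in whole brain was 1.05 (permutation test, p = 0.731), and within 250 nt it was 1.35 (p = 0.0718).

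**Figure D3:**
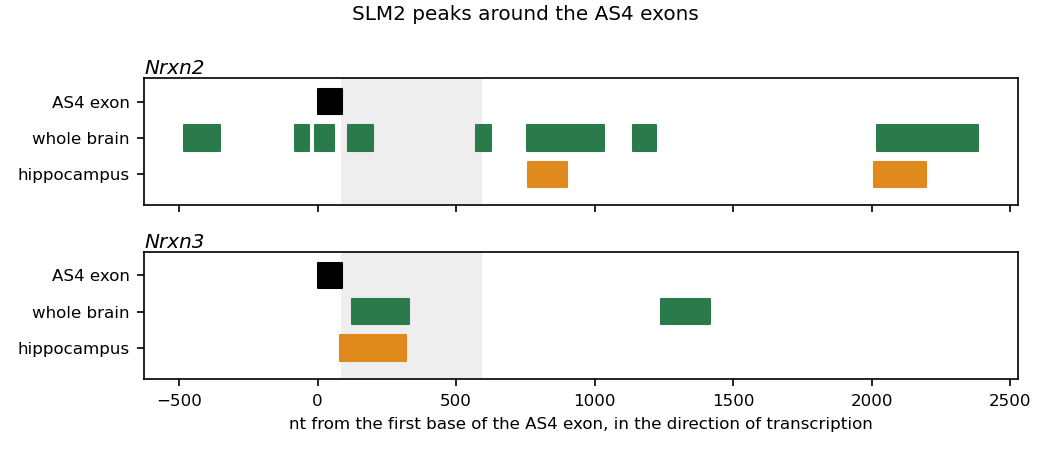
Map of SLM2 peaks around the AS4 exons of *Nrxn2* and *Nrxn3*, in nt from the first base of the exon in the direction of transcription. Black bars are the exons of 90 nt, green bars whole-brain peaks, orange bars hippocampal peaks, and grey areas the 500 nt downstream of the exon, which hold 2 whole-brain peaks in *Nrxn2* and 1 in *Nrxn3*.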

Importantly, no significant eCLIP tags were recovered in *Myo1b*, *Nkd2*, *Ube2d*, and *Arhgap42*, indicating that these mRNAs are not directly regulated by SLM2. 

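Neither list has a peak in *Nkd2*, a gene of Wnt signalling, in *Arhgap42*, which encodes a GTPase-activating protein, or in the *Ube2d* genes *Ube2d1*, *Ube2d2a*, *Ube2d2b* and *Ube2d3*, which encode ubiquitin-conjugating enzymes. This held on the strand of the gene and on either strand. UWAA occurs in all of them, from 0.626 per 100 nt in *Nkd2* to 2.22 in *Ube2d3*, with 1.26 in *Arhgap42*. *Arhgap42* spans 244.8 kb, and 22.2% of the 1097 protein-coding genes closest to it in length are whole-brain targets. *Nkd2* spans 29.1 kb, and 0.639% of the genes of like length are targets. The genes were chosen by the study on these samples, and the lists give peaks past the authors' thresholds, not tags.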

Besides these major alterations in a handful of genes, we observed further alterations in alternative exon incorporation in 61 additional mRNAs. The vast majority of these mRNAs are only very lowly expressed (Figure S3B), indicating that the mRNAs are unlikely to have significant contribution to the cellular proteomes. Moreover, no eCLIP binding events were mapped to these mRNAs (Figure S4B). Notably, all directly bound mRNAs with significantly altered alternative splicing encode synaptic proteins.

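*Stxbp5l*, which encodes tomosyn-2, an inhibitor of vesicle priming, had 14 whole-brain SLM2 peaks, all of them intronic. They span 45.3 kb of this gene of 270.0 kb, from 37141857 to 37187169 of chromosome 16 (mm10), and the highest log2 fold change was 4.05. This strongest peak started 196 nt downstream of an exon, and peaks at 248 and 404 nt from another exon were the other 2 within 500 nt downstream of an exon. A run of 4 peaks lay between 37173553 and 37174048, with log2 fold changes of 2.36 to 3.44. Hippocampus had 1 peak in *Stxbp5l*, from 37145295 to 37145442 (2.91). UWAA started at 4.88 of 100 positions at the whole-brain peaks of *Stxbp5l* and at 2.62 in the flanks. The values were 3.57 and 1.43 in *Nrxn2* and 4.42 and 2.25 in *Nrxn3*. Which annotated exons are e23 and e24 was not established here, so distances to them are not given.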

### Loss of SLM2 results in cell-type-specific synaptic phenotypes

Considering the remarkable selectivity of SLM2 for binding and regulating mRNAs encoding synaptic proteins, we probed the functional consequences of its ablation. Global SLM2 knockout is accompanied by increased glutamatergic transmission at CA3-CA1 pyramidal cell Schaffer collateral synapses.^37^ Notably, conditional ablation of SLM2 in the presynaptic CA3 pyramidal cells resulted in a significant increase in postsynaptic currents evoked by Schaffer collateral stimulation in CA1 neurons (Figures S5A–S5C). Thus, deletion of SLM2 from CA3 neurons is sufficient to modify synaptic transmission onto postsynaptic CA1 pyramidal cells. We next examined phenotypes resulting from conditional loss of SLM2 in GABAergic interneurons. We focused on horizontally oriented SST interneurons located in the *stratum oriens alveus* of the hippocampus representing putative OLM interneurons, which significantly express SLM2 (Figure S2B). Conditional knockout of SLM2 from SST interneurons (*Slm2*^*ΔSST*^) did not modify intrinsic properties of SST-positive interneurons, indicating that SLM2 is not required for the specification of these cells (Figures S5C–S5F). However, our eCLIP analysis uncovered abundant SLM2 binding to mRNAs that encode proteins of glutamatergic synapses (Figures 1G and 1H). Thus, we examined glutamatergic inputs to *Slm2*^*ΔSST*^ cells. 

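Among genes of glutamate receptors, whole-brain SLM2 peaks were most numerous in *Grm4*, with 31, which encodes a presynaptic metabotropic receptor and in which UWAA was no denser at peaks than beside them. *Grik2*, which encodes a kainate receptor subunit, had 22 (highest log2 fold change 4.38), and *Gria2*, which encodes an AMPA receptor subunit, had 12 (2.86). *Gria3* had 2 (2.43), *Grm7* had 6 (2.63) and *Grm3* had 4 (3.37). The other ionotropic receptor genes with a whole-brain peak were *Grik1*, *Grik3*, *Grin1* and *Grin2a*. Hippocampal peaks were found in *Gria1*, *Grin2a* (2 peaks, highest 2.23) and *Grm5*, and in *Grik2* (3 peaks, 2.61), *Gria2* (1 peak, 2.46) and *Grm7* (1 peak, 2.30). UWAA density at whole-brain peaks and flanks was 4.59 and 2.38 in *Gria2*, 4.22 and 3.15 in *Grik2* and 5.44 and 1.53 in *Grm7*. Of scaffold genes of the same synapses, *Lrrc7* had 22 whole-brain peaks (3.82) and 2 hippocampal peaks (3.07). The eCLIP samples are whole tissue, so these values do not separate SST interneurons from other cells.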

Miniature excitatory postsynaptic current (mEPSC) amplitudes in SST interneurons were unchanged, but we observed a significant shift toward a higher mEPSC frequency, suggesting an increased glutamatergic synapse density onto *Slm2*^*ΔSST*^ cells (Figures 4A–4E). OLM interneuron dendrites in the *stratum oriens* receive glutamatergic synapses from CA1 pyramidal cells.^51^ These inputs exhibit a characteristic short-term facilitation, which has a critical impact on hippocampal circuit function.^52^^,^^53^ We investigated AMPAR-mediated post-synaptic responses with increasing electrical stimulation of putative CA1 axons in the *alveus* and found a significant increase in excitation consistent with a larger synapse number (Figure 4F). Moreover, 40 Hz stimulation of the same axons led to a significantly elevated short-term facilitation (Figure 4G). Because short-term facilitation at this synapse is mediated via increased transmitter release, these results show that SLM2 in postsynaptic SST interneurons controls glutamatergic transmission and synaptic recruitment of these cells via a *trans*-synaptic mechanism.

**Figure 4:**
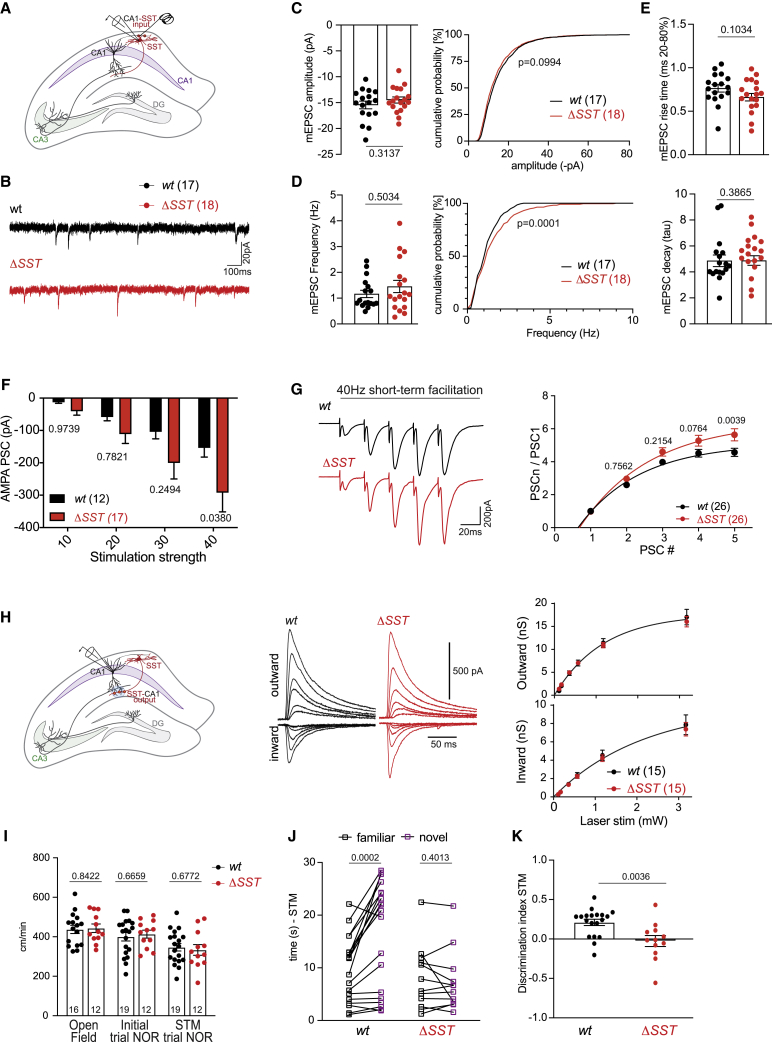
SLM2 controls synaptic plasticity and function in a *trans*-synaptic manner (A) Electrical stimulation of axons in the *alveus* and voltage-clamp recordings in genetically marked SST-positive interneurons in the s.o. (B) Example traces of miniature excitatory postsynaptic currents (mEPSCs) in SST interneurons. (C–E) Analysis of mEPSC amplitude (C), frequency (D), and rise and decay times (E). WT n = 17, Δ*SST* n = 18. Mean ± SEM. p values determined by corresponding t tests. For cumulative frequency distribution, Kolmogorov-Smirnov test. (F) Mean ± SEM data of AMPAR-mediated EPSCs in SST interneurons of s.o in response to different stimulation intensities of axons in the alveus in Δ*SST* n = 17 versus WT n = 12. Two-way ANOVA with Šídák’s multiple comparisons test. (G) Representative traces of evoked EPSCs during repetitive stimulation at 40 Hz in WT (black) and Δ*SST* (red). Group data of EPSCs normalized to the first peak in Δ*SST* n = 26 versus WT n = 26. Mean ± SEM. Two-way ANOVA with Šídák’s multiple comparisons test. (H) Local optogenetic stimulation of SST+ neuron-mediated IPSCs in apical CA1 dendrites in WT and Δ*SST* mutants. Representative traces of inward and outward IPSCs evoked at increasing laser intensities in WT (black) and Δ*SST* (red). Mean ± SEM input-output curve of synaptic conductance underlying outward and inward PSCs. (I) Quantification of velocity (cm/min) in open field, initial, and short-term memory (STM) test phases of novel object recognition (NOR) task. Animal numbers for each task are indicated. Mean ± SEM, unpaired t test. (J and K) NOR interaction time (s) spent with a familiar (black) or novel (purple) object during a 5 min trial (paired t test) and discrimination index (unpaired t test). Mean ± SEM, WT n = 19 and Δ*SST* n = 12.

We further analyzed GABAergic SST interneuron output synapses by optogenetic stimulation of SST interneurons and whole-cell patch-clamp recordings from CA1 pyramidal cells. We found no alterations in the magnitude of optogenetically evoked postsynaptic inhibitory currents in *Slm2*^*ΔSST*^ mice (Figure 4H). The kinetics of optogenetically evoked currents were unchanged, indicating the normal assembly of postsynaptic GABA A receptors (Figure S5G). We applied 10 Hz optogenetic stimulation, which induces a depression at OLM-CA1 synapses in wild-type cells. Using this protocol, we observed a small but significant reduction in short-term depression in slices from *Slm2*^*ΔSST*^ mice (Figure S5H). Finally, GABA A receptor kinetics and voltage dependence of GABAergic inhibitory PSCs (IPSCs) were unchanged (Figure S5), suggesting that expression of synaptic GABA A receptor sub-units is virtually identical. Thus, selective loss of SLM2 from SST interneurons results in increased glutamatergic drive onto OLM interneurons with largely similar properties of output synapses onto CA1 neurons.

Aberrant activation of OLM interneurons induced by optogenetic stimulation during the exploration phase has been shown to impair object memory in an object recognition task.^54^ Thus, we performed novel object recognition tests with *Slm2*^*ΔSST*^ mice. Mutant and wild-type mice did not differ in mobility in the test arena or in the total time spent interacting with objects (Figure 4I). When testing object recognition memory (1 h after the initial object exploration), wild-type mice spent significantly more time exploring the novel object. By contrast, *Slm2*^*ΔSST*^ mice spent similar times interacting with novel and familiar objects (Figures 4J and 4K). This defect in short-term memory was not associated with an increase in anxiety, as *Slm2*^*ΔSST*^ mice showed normal exploration of open and closed arms in elevated plus maze and also did not differ in other behavioral assessments such as marble burying (Figure S6). Thus, selective loss of SLM2 from SST interneurons is associated with a specific deficit in short-term memory in mice. Taken together, these data suggest that in SST interneurons, SLM2 controls splicing of a very small sub-set of mRNAs encoding synaptic proteins including *Nrxn2*, leading to the regulation of the glutamatergic recruitment of these GABAergic interneurons for fine-tuning of dendritic inhibition during learning and memory.

## Discussion

In the nervous system, alternative splicing controls multiple steps of neuronal development, plasticity, and diverse pathologies.^12^^,^^14^^,^^16^^,^^19^^,^^55^^,^^56^^,^^57^ Here, we discovered that SLM2 is dispensable for most aspects of neuronal differentiation but selectively instructs terminal specification of synaptic function within the hippocampal microcircuit.

We demonstrate that endogenous SLM2 binds to a UUWAAAA 7-mer motif *in vivo*. The SLM2 paralog SAM68 recognizes a similar motif; however, direct comparison of alternative splicing profiles in *Slm2*^*KO*^ and *Sam68*^*KO*^ hippocampi suggests that de-regulated exons are largely paralog specific *in vivo* (Figure S4C). SLM2 eCLIP targets are strongly enriched for mRNAs encoding synaptic proteins, including adhesion molecules, pre- and postsynaptic scaffolding molecules, and neurotransmitter receptors. Interestingly, only a small fraction of these SLM2-bound mRNAs exhibit alterations in alternative exon incorporation in conditional knockout mice. This might be a consequence of functional redundancy with other RBPs. Alternatively, SLM2 binding to target mRNAs in the nucleus may contribute to coordinated spatiotemporal control of an array of functionally related mRNAs, which modifies their trafficking and/or translation.^58^ For all regulated alternative exons, SLM2 binding sites consist of extended RNA motif clusters in the downstream intron, and loss of SLM2 results in aberrant exon incorporation. This indicates a major function for SLM2 in driving exon skipping.

Interestingly, loss of SLM2 did not result in significant alterations in the overall neuronal transcriptomes or functional intrinsic properties. This strongly suggests that SLM2 is dispensable for cell fate specification. By contrast, SLM2 loss of function was associated with selective *trans*-synaptic phenotypes: Conditional ablation of SLM2 from CA3 pyramidal neurons led to an increase in postsynaptic currents at Schaffer collateral synapses onto CA1. This phenotype recapitulates the increase in postsynaptic AMPA receptors and increased synaptic transmission observed in global *Slm2*^*KO*^ mice.^37^ In SST interneurons, conditional *Slm2* deletion was associated with increased glutamatergic transmission likely resulting from an increased glutamatergic synapse density onto the mutant cells and increased presynaptic facilitation of synapses formed onto the knockout cells. SLM2-dependent alterations in synaptic adhesion molecules in SST interneurons, such as TENM2, ERBB4, CADM1, ADGRL3, and postsynaptic NRXNs are well positioned to direct such *trans*-synaptic regulation.^46^^,^^59^^,^^60^ For example, the elevated alternative exon incorporation in NRXN2 AS4 is predicted to reduce its ability to inactivate the function of postsynaptic neuroligins in neuronal dendrites^61^^,^^62^ and may contribute to the increased glutamatergic input received by OLM interneurons in *Slm2*^*ΔSST*^ mice. Thus, conditional SLM2 ablation reconfigures *trans*-synaptic interaction modules and, thereby, properties of synaptic structures formed with connecting cells.

Despite the increased glutamatergic drive received by OLM interneurons, their GABAergic output was largely unchanged in *Slm2*^*ΔSST*^ mice. This suggests that SLM2 regulates the level of functional recruitment of SST interneurons. SST interneurons provide branch-specific inhibition onto distal dendrites of CA1 pyramidal cells, powerfully controlling dendritic integration of synaptic information.^63^ Increased activation of OLM interneurons during the formation of episodic memories has been shown to disrupt memory formation.^54^ Consistent with aberrant activation of OLM interneurons, SLM2 knockout mice exhibit an impairment in short-term memory, supporting a critical function for SLM2 in the inhibitory control of short-term episodic memories.

We propose that acquisition of a cell-type-specific complement of RBPs represents a critical element of the terminal gene battery established during development that shapes *trans*-synaptic modules.^4^ Expression of SLM2 in a sub-class of SST interneurons^64^ and in hippocampal pyramidal cells is already detected at embryonic stages (Figure S2F). Thus, SLM2 expression is linked to embryonic cell-type specification. Evolutionary comparisons of synaptic building blocks across organisms suggest that more complex cellular modules accommodate the need for phenotypic diversity at the level of individual synapses.^65^ Our work suggests that the modification of synaptic modules through alternative splicing is a major mechanism underlying the unique functional specification of synaptic connections.

### Limitations of the study

While our study correlates alterations in alternative splicing and synaptic transmission phenotypes, we have not directly linked a single alternative splice isoform of a synaptic protein to the alteration in plasticity. Moreover, we cannot exclude a contribution of SST interneuron populations besides OLM cells to the behavioral phenotype.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-SAM68	Iijima et al.^35^	N/A
Rabbit anti-SLM2	Iijima et al.^35^	N/A
Guinea pig polyclonal anti-SLM2	Iijima et al.^35^	N/A
Mouse anti-NeuN	Chemicon	#MAB377
Rat anti-HA monoclonal clone 3F10	Roche	#11867431001
Rabbit anti-Ctip2 polyclonal	Novus Biological	#NB100-2600
Donkey anti-guinea pig IgG Cy5-conjugated	Jackson ImmunoResearch	#706-175-148
Donkey anti-rabbit IgG Cy3-conjugated	Jackson ImmunoResearch	#711-165-152
Donkey anti-guinea pig IgG Cy3-conjugated	Jackson ImmunoResearch	#706-165-148
Donkey anti-rabbit IgG Alexa 488-conjugated	Thermo Fisher	#A-21206

**Chemicals, peptides, and recombinant proteins**		

anti-HA magnetic beads clone 2–2.2.14	Thermo Fisher/Pierce	#88836
Complete mini Protease Inhibitors, EDTA-free	Roche	#04693159001
RNAsin	Promega	#N2115
Cycloheximide	Sigma	#C7698
Heparin	Sigma	#H3393
IGEPAL-CA640 (NP-40)	Sigma	#18896
RNeasy Micro plus kit	Qiagen	#74034
Dynabeads™ Protein A	Invitrogen	#10001D
TURBO™ DNase (2 U/ul)	Invitrogen	#AM2238
Ambion™ RNase I (100 U/ul)	Invitrogen	#AM2295
T4 PNK (10 U/ul)	NEB	#M0314L
T4 RNA Ligase 1 (ssRNA Ligase), High Concentration	NEB	#M0437M
Proteinase K, Molecular Biology Grade (0.8 U/ul)	NEB	#P8107S
Q5® High-Fidelity 2X Master Mix	NEB	#M0492S
ExoSAP-IT™	Applied Biosystems	#78200.200.UL
SuperScript™ III Reverse Transcriptase	Invitrogen	#18080093
Dynabeads™ MyOne™ Silane	Invitrogen	#37002D
NuPAGE™ Transfer Buffer (20X)	Invitrogen	#NP0006
NuPAGE™ 4–12%, Bis-Tris, 1.5 mm, Mini Protein Gels	Invitrogen	#NP0335BOX
NuPAGE™ MOPS SDS Running Buffer (20X)	Invitrogen	#NP0001
Amersham™ Protran® Western blotting membranes, nitrocellulose	Sigma	#GE10600002
RNA Clean & Concentrator-5	Zymo Research	#R1015
Acid-Phenol:Chloroform, pH 4.5	Invitrogen	#AM9720
Phase Lock Gel™ Heavy tubes	5 PRIME	#2302830
Urea for molecular biology	AppliChem	#A1049
Prolong Diamond Antifade Mountant	Life Technologies	#P36970
Dako Fluorescence Mounting medium	Agilent	#S3023
OCT	Tissue-Tek	

**Critical commercial assays**		

HiSeq SBS Kit v4	Illumina	#FC-401-4003
NGS Fragment Analysis Kit	Advanced Analytica	#DNF-473
RNA 6000 Pico Chip	Agilent	#5067–1513
QuantiFluor RNA System	Promega	#E3310

**Deposited data**		

RNA-seq data	This paper	GEO: GSE209870
CLIP-seq data	This paper	GEO: GSE220062
RNA-seq data *Sam68*^*KO*^	Witte et al.^66^	PRIDE: PRJEB27529
RNA-seq data *Slm2*^*KO*^	Traunmüller et al.^37^	GEO: GSE79902

**Experimental models: Organisms/strains**		

Mouse: C57BL/6J	Janvier	N/A
Mouse: Grik4-cre	Jackson Laboratories	strain #:006,474
Mouse: Camk2a-cre	Jackson Laboratories	strain #:005,359
Mouse: Sst-IRES-Cre	Jackson Laboratories	strain #:013,044
Mouse: Ai32 ROSA-stop-ChR2/H134R	Jackson Laboratories	strain #:024,109
Mouse: Slm2/KHDRBS3 flox	Traunmüller et al.^36^	N/A
Mouse: Ai9 ROSA-stop-tomato	Jackson Laboratories	strain #:007,909
Mouse: RjOrl:SWISS	Janvier	N/A
Mouse: Rpl22-HA	Jackson Laboratories	strain #:029,977

**Oligonucletides**		

For oligonucleotides, see Table S3	N/A	N/A

**Software and algorithms**		

Fiji	Traunmüller et al.^67^	RRID:SCR_002285
FeatureCounts	Liao et al.^68^	RRID:SCR_012919
CTK	Shah et al.^42^	RRID:SCR_019034
mCross	Feng et al.^44^	N/A
FastQC 0.11.8	N/A	RRID:SCR_014583
Picard v1.119	N/A	RRID:SCR_006525
RSeQC v2.3.9	N/A	RRID:SCR_005275
SAMTOOLS 1.13	Li et al.^69^	RRID:SCR_002105
STAR 2.7.9a	Dobin et al.^70^	RRID:SCR_004463
DESEQ2	Love et al.^71^	RRID:SCR_015687
CLIPper 2.0.0	Yeo et al.^72^	https://github.com/YeoLab/clipper
IDR 2.0.3	Li et al.^73^	RRID:SCR_017237
Sashimi.py	Zhang et al.^74^	https://github.com/ygidtu/sashimi.py
DAVID	Huang et al.^75^	RRID:SCR_001881
SynGO	Koopmans et al.^45^	RRID:SCR_017330
Ethovision10	Noldus	N/A
Stimfit	Guzman et al.^76^	RRID:SCR_016050
pyABF	N/A	http://swharden.com/pyabf
Imaris 7.0.0	Bitplane AG	RRID:SCR_007370
Cutadapt 3.4	N/A	RRID:SCR_011841
UMI-tools 1.1.1	Smith et al.^77^	RRID:SCR_017048

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Peter Scheiffele ()

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

We used mice in C57BL/6J background obtained from Janvier or mouse lines generated in previous studies.^36^ The following transgenic mouse lines were obtained from Jackson Laboratory and maintained in C57BL/6J background: Grik4-cre (strain #:006,474), Sst-IRES-Cre (strain #:013,044), Camk2a-cre (strain #:005,359), Rpl22-HA (strain #:029,977), Ai9 ROSA-stop-tomato (Strain #:007,909), Ai32 ROSA-stop-ChR2/H134R (strain #:024,109), *Slm2* flox (Khdrbs3flox) mice were described in Traunmüller et al.^36^ and are available at Jackson Laboratories (strain # strain #:029,273). Male and female mice (similar numbers) were used for acute slice preparations at postnatal day 17–70, for immunohistochemistry at embryonic day 16.5, postnatal day 2–3, and postnatal day 28–56. No influence of sex was determined. Behavioral experiments were conducted exclusively with male mice to reduce potential variability due to estrous cycle stage. Littermates were randomly assigned to experimental groups. All animals were group-housed with free access to food/water in accordance with the animal welfare guidelines and animal experimentation was reviewed and approved by the cantonal veterinary office of Basel-Stadt, Switzerland.

### Method details

#### Mice

All procedures involving animals were approved by and performed in accordance with the guidelines of the Kantonales Veterinäramt Basel-Stadt.

*Slm2* floxed mice have been generated in the Scheiffele laboratory and were previously described.^36^ *Rpl22-HA* (RiboTag) mice,^49^ *SST-cre* mice,^78^ Ai9 tdTomato,^79^ *CamK2-cre* mice,^80^ *Grik4-cre* mice,^81^ ChR2-flox mice^82^ were obtained from Jackson Laboratories (Jax stock no: 011,029, 013,044, 007,905, 005,359, 006,474, 012,569 respectively). All lines were maintained on a C57Bl6/J background. The specificity of cre-lines for recombination of the Rpl22-allele and/or *Slm2*^*flox*^ was confirmed by immunohistochemistry. *Grik4-cre* mice require particular attention due to high rate of spontaneous germline recombination.

#### Antibodies

Polyclonal antibodies for SLM2 and SAM68 were previously described.^35^ Additional antibodies are rat anti-HA (Roche, #11867431001, 1:1000), mouse anti-NeuN (Chemicon #MAB377 1:2000), and rabbit anti-CTIP2 (Novus Biologicals, #NB100-2600). Secondary antibodies included donkey anti-rat IgG-Cy3 and Cy5 (Jackson ImmunoResearch, 712-165-153, 706-175-148 1:1000). DAPI nuclear stain was co-applied with secondary antibody at a final concentration of 0.5 μg/mL.

#### Primary hippocampal cell culture

Primary hippocampal culture was prepared from RjOrl:SWISS E16 mouse embryos. Hippocampi were dissected in plain DMEM (Invitrogen), minced and transferred in 2mL DMEM to a 15mL tube. 2mL of the 0.25% to the final concentration of 0.125% were added and incubated for 25 min at 37°C in a water bath. Then 100μL of 1 mg/mL DNaseI (Roche) were added and incubated for additional 5min. The digestion solution was removed and hippocampi pieces were washed twice with DMEM containing 10% fetal bovine serum. Subsequently hippocampi pieces were triturated in 1mL neurobasal medium supplemented with B27 (Invitrogen), Glutamax (Invitrogen) and penicillin/streptomycin (Invitrogen). After trituration 4mL of neurobasal medium was added, cell suspension was filtered through a 70μL strainer and centrifuged for 10 min at 100xg. Supernatant was removed and cell pellet was resuspended in 5mL neurobasal medium. 100.000–120.000 cells per well were plated in a 24 well plate with cover slips coated with poly-D-lysine and laminin.

#### Immunohistochemistry, image acquisition and statistical analysis

Cultured cells were fixed at day in vitro (DIV) 12 with 4% PFA in 1× PBS for 10 min at RT and washed 3× with 1xPBS. Cells were stained for endogenous Sam68 and SLM2 with polyclonal antibodies as previously described in Iijima et al., 2014. Briefly, fixed cells were blocked in blocking solution (5% milk, 0.1% Triton X-100 in PBS) for 1h at RT and then incubated with the primary antibodies anti-SLM2 (1:4000) and anti-SAM68 (1:2000) in blocking solution overnight at 4°C. After 3× washes with PBS cells were incubated for 1h with anti-rabbit-Cy3 and anti-guinea pig Cy5 antibodies in blocking buffer at RT, washed, stained with DAPI and mounted on glass slides. Images were acquired on an inverted LSM880 confocal microscope (Zeiss) using 63× Apochromat objectives in super-resolution Airyscan mode.

For immunohistochemistry on brain sections, postnatal animals (male and female) were transcardially perfused with fixative (4% paraformaldehyde in 100mM phosphate buffer, pH 7.2) and post-fixed over night at 4°. Embryonic brains were drop-fixed for 24h. Brain samples were immersed in 30% sucrose in 1X PBS for 48h, cryoprotected with Tissue-Tek optimum cutting temperature (OCT) and frozen at −80°. Early postnatal, adolescent and adult tissue was sectioned at 40μm on a cryostat and collected in 1X PBS, whereas embryonic tissue was sectioned at 20μm and collected directly on glass slides. Floating sections were blocked for 1h at RT in 10% Normal Donkey Serum +0.05% Triton X-100, immunostained over night at 4°C with primary antibody incubation diluted in 10% Normal Donkey Serum +0.05% Triton X-100. On slide staining was performed with blocking in 5% Normal Donkey Serum +3% BSA +0.05% Triton X-100 for 1h at RT, followed by RT incubation of primary antibody diluted in 1% Normal Donkey serum for 36h. Secondary antibodies were diluted in 1X PBS +0.05% Triton X-100 for 2h at RT for protein detection, except for on slide staining for which antibodies were diluted in 1X Normal Donkey Serum for 1.5 h at RT. Sections were mounted on glass slides with Prolong Diamond Antifade Mountant or Dako Fluorescence Mounting medium. Images were acquired at room temperature on an upright LSM700 confocal microscope (Zeiss) using 40× Apochromat objectives controlled by Zen 2010 software (1μm z-stacks). Hippocampal overview images were generated at room temperature on a Slidescanner AxioScan.Z1 (Zeiss) using a 10× objective. Stacks of 24μm thickness (4μm intervals) were used for a maximum intensity projection. Overview images of embryonic and P2 animals were taken on an LSM700 upright using a 10× Apochromat objective controlled by Zen 2010 software and image tiling. Images were analyzed and assembled using ImageJ (Fiji) and Adobe Illustrator software.

SLM2 intensity levels were characterized in NeuN + cells residing in either CA1, CA3 or DG regions of the hippocampus. SST + neurons were identified by genetic labeling using SST-cre mice crossed with tdTomato. Intensity levels were determined using in three dimensions using Imaris 7.0.0, Bitplane AG). Three dimensional surfaces were created around each nucleus of either cell class and the labeling intensity was automatically generated by the software based on the intensities of isolated pixels (determined as arbitrary units).

SLM2 knock-out efficiency was determined by comparing WT and SLM2 conditional mutants in either CA1 (Camk2), CA3 (Grik4) or the stratum oriens above CA1 for SST. Intensity levels for calling a neuron SLM2+ or SLM2-were previously determined by the intensity levels of SLM2 observed in the dentate gyrus of the same section. Following this, the number of SLM2+ and SLM2-neurons in the respective area imaged with 40× was quantified. For quantification in CA1 and CA3 mice were 5–6 weeks of age whereas quantification in tdTomato+, SST + neurons was performed at p28. This strategy had been used as CamK2- and Grik4-cre recombinases are expressed at later developmental stages.

Quantification of the percentage of either SLM2 or HA + cells was performed as follows: Within an area of either CA1 or CA3 of mice expressing Rpl22, the number of HA + cells co-expressing SLM2 were determined. From the same image the number of SLM2+ cells that did or did not co-label with HA were additionally determined.

#### eCLIP library preparation

The CLIP experiments, library preparation, and oligonucleotides were performed essentially as described by Nostrand et al.^83^ There were minor modifications to the detailed method, briefly described here: Mouse whole brains or hippocampi were rapidly dissected on ice and immediately flash frozen in liquid nitrogen. The brain samples were ground on dry ice first in a custom-made metal grinder and a porcelain mortar. The frozen powder was transferred into a plastic Petri dish (10 or 6cm diameter) and distributed in a thin layer. Samples were UV-crosslinked 3× with 400 mJ/cm^2^ on dry ice with a UV-crosslinker (Cleaver Scientific) with mixing and redistributing of the powder between single UV exposures. The crosslinked powder was re-suspended in 10mL (for 1 × whole brain) or 4.5mL (for 4 hippocampi) of the CLIP-lysis buffer (50mM Tris-HCl pH 7.5, 100mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate) supplemented with 1 tablet per 10mL buffer of the protease inhibitors (Roche) and 4U per ml buffer Turbo-DNase (Thermofisher), transferred into a glass homogenizer and homogenized by 30 strokes on ice. 1mL aliquots were transferred to 2mL tubes, 10μL of RNaseI (Thermofisher) diluted in PBS (1:5 or 1:25) were added to a 1mL aliquot. Samples were incubated at 37°C with shaking (1′200 × rpm) for 5 min and put on ice. 10μL RNasin RNase-inhibitor (40U/l, Promega) were added, samples were mixed and centrifuged for 15 min at 16′000 × g, 4°C. After centrifugation the supernatants were transferred to a new tube and 60μL from each sample were taken for sized matched INPUT (SMIn). To the rest 1ug/mL of affinity purified anti-SLM2 antibody was added and samples were incubated for 2h at 4°C in an overhead shaker. Then 10μL of Protein-A magnetic beads (Thermofisher) per 1μg antibody were added to each sample and samples were incubated for additional 2h at 4°C in an overhead shaker. Beads were washed 2× with the high salt wash buffer (50mM Tris-HCl pH7.5, 1M NaCl, 1mM EDTA, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate), 2× CLIP-lysis buffer, 2× with low salt wash buffer (20mM Tris-HCl pH7.5, 10mM MgCl_2_, 0.2% Tween 20) and 1× with PNK buffer 70mM Tris-HCl pH6.5, 10mM MgCl_2_). Beads were re-suspended in 100μL PNK-mix (70mM Tris-HCl pH6.5, 10mM MgCl_2_, 1mM DTT, 100U RNasin, 1U TurboDNase, 25U Polynucleotide-Kinase) and incubated for 20 min at 37°C in a thermomixer with shaking (1200 × rpm). After RNA dephosphorylation beads were washed as before with 2× high salt, 2× lysis and 2× low salt buffers and additionally with 1× Ligase buffer (50mM Tris-HCl pH7.5, 10mM MgCl_2_). Beads were re-suspended in 50μL ligase mix (50mM Tris-HCl pH7.5, 10mM MgCl_2_, 1mM ATP, 3% DMSO, 15% PEG8000, 30U RNasin, 75U T4 RNA-ligase). 10μL of the beads/ligase mix were transferred to a new tube and 1μL of pCp-Biotin (Jena Bioscience) were added to validate IP of the RNA-protein-complexes by Western blot. To the rest (40μL) 4μL of the RNA-adaptor mix containing 40μM of each RNA_X1A & RNA_X1B (IDT) were added and samples were incubated for 2h at RT. After adaptor ligation samples were washed 2× with high salt, 2× with lysis and 1× with low salt buffers. Beads were re-suspended in 1× LDS sample buffer (Thermofisher) supplemented with 10 μM DTT and incubated at 65°C for 10min with shaking at 1200 × rpm. Eluates or inputs were loaded on 4–12% Bis-Tris, 10-well, 1.5mm gel (Thermofisher) and separated at 130V for ca. 1.5h. Proteins were transferred to the nitrocellulose membrane (Amersham) overnight at 30V. After transfer the membranes were placed in a 15cm Petri dish on ice and an area between 55 and 145kDa was cut out in small pieces and transferred to 2mL tube. For CLIP samples RNA extraction, reverse transcription using AR17 primer, cDNA clean-up using silane beads (Thermofisher), second adaptor ligation (rand103Tr3) and final cDNA purification were performed as previously described.^83^ For sized matched input samples (SMIn) isolated RNA was dephosphorylated.

The sequencing libraries were amplified using Q5-DNA polymerase (NEB) and i50X/i70X Illumina indexing primers (IDT). 14 cycles were used for the amplification of whole brain libraries and 16 cycles for hippocampus libraries. Corresponding SMIn libraries were amplified with 12 cycles for whole brain and 16 cycle for hippocampus samples. The amplified libraries were purified and concentrated first with ProNEX size selective purification system (Promega) using sample/beads ratio of 1/2.4. The purified libraries were loaded on a 2% agarose gel, the area corresponding to the size between 175bp and 350bp was cut and the libraries were extracted from the gel using gel extraction kit (Machery&Nagel) and eluted with 16μL.

Concentrations and size distributions of the libraries were determined on Fragment analyzer system (Agilent). 75bp paired-end sequencing was performed on the NextSeq500 platform using Mid Output Kit v2.5 (150 cycles). Adaptor and primer sequences used in this study are listed in Table S3.

#### eCLIP data processing

The raw reads were processed to obtain unique CLIP tags mapped to mm10 using CTK,^42^ as described previously.^44^ Unique tags from replicates were combined for all analyses. Significant CLIP tag clusters were called by requiring p < 0.05 after Bonferroni multiple-test correction. Crosslinking-induced truncation sites (CITS) were called by requiring FDR<0.001. We performed 7-mer enrichment analysis using significant peaks with peak height (PH)≥10 tags. Peaks were extended for 50 nt on both sides relative to the center of the peak to extract the foreground sequences. Background sequences were extracted from the flanking regions of the same size (−550, −450) and (450, 550) relative to the peak center. Sequences with more than 20% of nucleotides overlapping with repeat masked regions were discarded. 7-mers were counted in repeat-masked foreground and background sequences, and the enrichment of each 7-mer in the foreground relative to the background was evaluated using a binomial test, from which *Z* score (and a p value) was derived. In parallel, eCLIP data was analyzed following the ENCODE pipeline using the CLIPper peak calling tool (https://github.com/YeoLab/clipper; https://github.com/YeoLab/eclip), followed by IDR (https://github.com/nboley/idr) to identify peaks reproducibly identified between replicates. Both analysis pipelines (CTK and CLIPper) gave similar results and led to the same biological conclusions.

#### Motif analysis

UWAA motif sits were searched in genic regions and their conservation was evaluated using branch length score (BLS) estimated from multiple alignments of 40 mammalian species.^84^ *De novo* motif discovery was performed using mCross, an algorithm that augments the standard PWM model by jointly modeling RBP sequence specificity and the precise protein-RNA crosslink sites at specific motif positions at single-nucleotide resolution.^44^ For this analysis, the top 10 enriched 7-mers from significant peak regions were used as seed to search for overrepresented motifs around CITS sites, as described previously.^44^ The motif with the maximum motif scores was chosen as the represented motif.

#### Gene ontology analysis

Gene Ontology was performed using the DAVID functional annotation (cellular compartment) online tool (https://david.ncifcrf.gov/tools.jsp). The input list for the background was the list of all genes detected in a hippocampal sample analyzed by bulk RNA sequencing.^37^ Genes that had significant peak expression in the CLIP dataset either for hippocampus or whole brain samples were used. The top ten significant (Benjamini Hochberg for p value correction), and non-redundant, terms were displayed in Figure 1G (whole brain) and Figure S1E (hippocampus).

#### RiboTRAP pulldowns, RNA purification and quality control

RiboTRAP purifications were performed as previously described.^21^^,^^85^ For CamK2 and Grik4 pull downs animals were between postnatal day 39–42, for SST neurons between postnatal day 28–30. Mice were anesthesized with isoflurane and following cervical dislocation hippocampal tissue was rapidly dissected in ice-cold PBS and lysed in 0.5mL for single animals (Camk2 and Grik4) and 1mL for pools of two animals (SST) in homogenization buffer containing 100mM KCl, 50mM Tris-HCl pH 7.4, 12mM MgCl_2_, 100 μg/mL cycloheximide (Sigma-Aldrich # 66-81-9), 1 mg/mL heparin (Sigma-Aldrich #H339350KU), 1× complete mini, EDTA-*free* protease inhibitor cocktail (Roche #11836170001), 200 units/mL RNasin plus inhibitor (Promega #N2618) and 1mM DTT (Sigma-Aldrich #3483-12-3). The lysate was centrifuged for 10 min at 2.000xg, 1% final concentration of Igepal-CA630 (Sigma Aldrich #18896) was added to the supernatant and incubated on ice for 5min, followed by an additional spin at 12.000xg. 1% of input was saved in RLTplus buffer (Qiagen RNeasy Micro Kit #74034) supplemented with 2-Mercaptoethanol before 20μL or 15μL of HA-magnetic beads (Pierce, #88837) were added to the excitatory or inhibitory pull down, respectively. Lysate/bead mixtures were incubated at 4° for 3-4hours under gentle rotation and were afterward washed 4 times with wash buffer containing 300mM KCl, 1% Igepal-CA630, 50mM Tris-HCl, pH7,4, 12mM MgCl_2_, 100 μg/mL Cycloheximide and 1mM DTT. RNA was eluted from beads with 350μL RLT plus buffer supplemented with 2-Mercaptoethanol as per manufacturers instructions.

RNA of input and RiboTrap IP samples was purified using the RNeasy Plus Micro Kit (Qiagen #74034) following manufacturer’s instructions. RNA was further analyzed using an RNA 6000 Pico Chip (Agilent, 5067–1513) on a Bioanalyzer instrument (Agilent Technologies) and only RNA with an integrity number higher than 7.5 was used for further analysis. RNA concentration was determined by Fluorometry using the QuantiFluor RNA System (Promega #E3310) and 20ng of RNA was reverse transcribed for analysis of marker enrichment by quantitative PCR. Only samples which had an enrichment for hippocampal layer specific excitatory neuron markers and a de-enrichment for inhibitory or glia markers were further used for CamK2 and Grik4. SST pulldowns exhibited an enrichment in inhibitory neuron markers and a de-enrichment in excitatory and glia markers.

#### Library preparation and illumina sequencing

Four biological replicates per cell class and genotype were further analyzed. Library preparation was performed with 50ng of RNA using the TruSeq PolyA + Stranded mRNA Library Prep Kit High Throughput (Illumina, RS-122-2103). Libraries were quality-checked on a Fragment Analyzer (Advanced Analytical) using the Standard Sensitivity NGS Fragment Analysis Kit (Advanced Analytica, DNF-473), revealing high quality of libraries (average concentration was 49 ± 14 nmol/L and average library size was 329 ± 8 base pairs). All samples were pooled to equal molarity and the pool was quantified by PicoGreen Fluorometric measurement. The pool was adjusted to 10pM for clustering on C-Bot (Illumina) and then sequenced Paired-End 101 bases using the HiSeq SBS Kit v4 (Illumina, FC-401-4003) on a HiSeq 2500 system. Primary data analysis was performed with the Illumina RTA version 1.18.66.3 and bcl2fastq-v2.20.0.422.

#### Quality control and RNA-seq pre-processing

The gene expression and alternative splicing analysis of the RNA-Sequencing data were performed by GenoSplice technology (www.genosplice.com) and have been additionally described in.^21^ Data quality, reads repartition (e.g., for potential ribosomal contamination), and insert size estimation were performed using FastQC v0.11.8, Picard-Tools v1.119, Samtools 1.13 and rseqc v2.3.9. This first quality check identified one sample in the pool of DCamK2 which displayed an accumulation of reads on the 3′end and displayed higher ribosomal contamination. Thus, this sample was excluded from further analyses. Reads were mapped using STARv2.4.0^70^ on the mm10 Mouse genome assembly. Reads were mapped using STARv2.4.0^70^ against the exons defined in the proprietary Mouse FAST DB v2016_1 database,^86^ using a mismatch cutoff of 2 and discarding reads with 10 or more alignments. The minimum chimeric segment length was 15. Read counts were summarized using featureCounts^68^ in two stages. First, unique reads per exon were counted. In the second stage, multimapping reads were fractionally allocated to exons based on the distribution of unique counts of exons within a gene. Total counts were then calculated based on three constitutivity classes defined in FAST DB: class 2 includes exons present in more than 75% of annotated transcripts for a gene (“constitutive”), class 1 includes exons present in 50–75% of transcripts (“semi-constitutive”), and class 0 includes exons present in less than 50% of transcripts (“alternative”). Total counts per gene were summed from constitutivity class 2 exons if their FPKM values exceed 96% of the background FPKM based on intergenic regions. If counts from class 2 exons were insufficient to exceed the detection threshold, class 1 and eventually class 0 exon counts were included to reach the detection threshold.

#### Differential gene expression analysis

Differential regulation of gene expression was performed as described.^87^ Briefly, for each gene present in the proprietary Mouse FAST DB v2016_1 annotations, reads aligning on constitutive exons of the gene are counted. Based on these read counts, normalization and differential gene expression are performed using DESEq2.^71^ Background expression was defined by reads aligning to intergenic regions, thus, only genes are considered as expressed if their RPKM value (reads per kilo base of transcript per million mapped reads) is greater than 96% of the background RPKM value based on intergenic regions. Only genes expressed in at least 3 out of 4 biological replicates for Grik4 and SST; and in at least 2 out of 3 biological replicates for CamK2 were further analyzed. For all expressed genes, DESeq2 values were generated (values were normalized by the total number of mapped reads of all samples). Fold change in gene expression was calculated by pairwise comparisons, comparing the normalized expression value in the respective WT condition to the corresponding ΔSLM2 condition and p value (unpaired Student’s t-test) and adjusted p value (Benjamin and Hochberg) were calculated. Results were considered significantly different for adjusted p values ≤0.05 and fold changes ≥ ± 1.5.

#### Alternative splicing analysis

Identification of alternatively spliced exons was performed with two analysis approaches as previously described^21^: “**exon”** and “**pattern”** analysis. The exon analysis takes reads mapping to exonic regions and to exon-exon junctions into account. When reads map onto exon-exon junctions, the reads were assigned to both exons and the minimum number of nucleotides is 7 in order that a read is considered mapped to an exon. An exon was considered to be expressed if the FPKM value (Fragments per kilobase of transcript per million mapped reads) was greater than 96% of the background FPKM value based on intergenic regions. Only exons that were expressed in at least 3 out of 4 biological replicates for Grik4 and SST; and in at least 2 out of 3 biological replicates for CamK2 were further analyzed. Furthermore, for every expressed exon a splicing index (SI) was calculated: This is the ratio between read density on the exon of interest (=number of reads on the exon/exon length in nucleotides) and read density on constitutive exons of the same gene (with constitutive exons defined in FAST DB). The second type of alternative splicing analysis is the Pattern analysis. This type of analysis is taking known splicing patterns annotated in the FAST DB database into account.^86^ For each gene all annotated splicing patterns are defined and an SI is generated by comparing the normalized read density to the alternative annotated patterns.

The Log2 fold change (FC) and p value (unpaired Student’s t-test) for both the exon and pattern analysis was calculated by pairwise comparisons of the respective SI values. Results were considered significantly different for p values ≤0.01 and log2(FC) ≥1 or ≤ -1.

Sashimi plots were generated with Sashimi.py.^74^

#### qPCR analysis for alternative exon usage of *Nrxns* at AS4

Ribotag purified material was reverse transcribed and quantitative PCR was performed. qPCRs were performed on a StepOnePlus qPCR system (Applied Biosystems). Assays were used with a TagMan Master Mix (Applied Biosystems) and comparative C_T_ method. mRNA levels were normalized to the amount of *Gapdh* cDNA present in the same sample.

Custom gene expression assays were from Applied Biosystems and are described in.^35^

#### Electrophysiology

##### Slice preparation

Adult mice (P56-70) were anesthetized with isoflurane (4% in O_2_, Vapor, Draeger) or with intraperitoneal injection of ketamine/xylazine (100 mg/kg and 10 mg/kg), and killed by decapitation, in accordance with national and institutional guidelines. For recordings in SST interneurons P17-18 animals were used. Slices were cut as previously described.^88^ Briefly, the brain was dissected in ice-cold sucrose-based solution at about 4°C. Horizontal 300- to 350-μm-thick hippocampal brain slices were cut at an angle of about 20° to the dorsal surface of the brain along the dorso−ventral axes of the hippocampus using a Leica VT1200 vibratome. For cutting and storage, a sucrose-based solution was used, containing 87 mM NaCl, 25 mM NaHCO_3_, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 75 mM sucrose, 0.5 mM CaCl_2_, 7 mM MgCl_2_ and 10 mM glucose or 10 mM dextrose (equilibrated with 95% O_2_/5% CO_2_). Some slices were prepared with additional 1–5 mM ascorbic acid and/or 3 mM pyruvic acid. Slices were kept at 32–35°C for 30 min after slicing and subsequently stored at room temperature either in cutting solution or in artificial cerebrospinal fluid (ACSF): 124mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 2 mM CaCl_2_, 1–2 mM MgSO_4_, 26 mM NaHCO_3_, 10 mM dextrose or 10 mM glucose until experiments were performed at 21 to 22°C. For experiments, slices were, transferred to the recording chamber and perfused (1.5–2.0 mL/min) with oxygenated ACSF at room temperature.

##### Whole-cell voltage-clamp recordings of EPSCs in CA1 pyramidal neurons

Hippocampal CA1 pyramidal neurons were visually identified in the pyramidal cell layer using Dodt-contrast video microscopy. Somatic whole-cell recordings were made from CA1 pyramidal neurons, which were voltage clamped with a Multiclamp 700B amplifier, and currents were digitized by Digidata 1440a. Patch pipettes (4–8 MΩ) were filled with voltage-clamp solution for excitation response curves: 125mM Cs-gluconate, 2 mM CsCl, 5 mM TEA-Cl, 4 mM ATP, 0.3 mM GTP, 10 mM phosphocreatine, 10 mM HEPES, 0.5 mM EGTA, and 3.5 mM QX-314. Data were filtered at 2 kHz, digitized at 10 kHz, and analyzed with Clampfit 10. SC afferents were stimulated with a small glass bipolar electrode prepared from theta glass (Sutter, BT-150-10) and passed once through a Kimwipe to make a 25–50μM opening. Excitation response curves were quantified from the average of the peak from ten evoked EPSCs (0.1Hz) voltage-clamped at −70mV – near the reversal potential for GABAAR-mediated inhibition. Short-term plasticity was induced with five stimuli of equal intensity at 40 Hz and voltage-clamped at −70mV. Data was analyzed with custom software written for this project using Python 3.7 and the pyABF module (http://swharden.com/pyabf). Significance was assessed by a two-way ANOVA for multiple comparisons.

##### Whole-cell voltage-clamp recordings of IPSCs in CA1 pyramidal neurons

CA1 pyramidal neurons were visually identified in the pyramidal cell layer using infrared differential interference contrast (IR-DIC) video microscopy. Patch-pipettes (2–4.5 MΩ) were filled with a Cs gluconate-based solution containing: 135mM CsGluc, 2mM CsCl, 10mM EGTA, 10mM HEPES, 2mM MgCl_2_, 2mM Na_2_ATP, 2mM TEA-Cl, 5mM QX314 adjusted to pH 7.3 with CsOH.

A diode laser (DL-473, Rapp Optoelectronic) was coupled to the epifluorescent port of the microscope (Zeiss Examiner, equipped with a 63× NA1.0 water immersion objective; Carl Zeiss Microscopy GmbH, Jena, Germany) via fiber optics. The laser was controlled via TTL pulses. For the optogenetic activation of the axon of SST + interneurons, the field of view was shifted to stratum lacunosum moleculare and laser light was applied at intensities of 0.1–3.2 mW for 2 ms. Optogenetically evoked IPSCs were recorded in presence of 25 μM AP5 and 10 μM NBQX. During the assessment of the voltage dependence of optogenetically activated GABA receptors, the series resistance was compensated at 80%. Membrane potentials were corrected offline by the calculated liquid junction potential of −15.7 mV.^89^

##### Voltage- and current-clamp recordings in SST + OLM interneurons

In slices from SST-Cre x Ai9tdTomato x SLM2^flox^ mice, putative OLM interneurons were visually identified according to their fluorescence, location in stratum oriens close to the alveus and by their morphology with an oval cell body and bipolar morphology oriented in parallel to the alveus. Somatic whole-cell recordings from s.o SST interneurons close to the alveus were clamped with a Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA) and identified using epifluorescence microscopy. Signals were low-pass filtered at 2kHz, digitized at 10kHz. For voltage-clamp recordings, patch pipettes used were between 2 and 6 MΩ and filled with either with a solution containing 135mM CsMeSO_3_, 10mM HEPES, 9mM NaCl, 0.3mM EGTA, 4mM Mg-ATP, 0.3 Na-GTP, 5mM QX-314, 0.1mM Spermine, 303mOsm, pH = 7.3 or 135mM CsGluc, 2mM CsCl, 10mM EGTA, 10mM HEPES, 2mM MgCl_2_, 2mM Na_2_ATP, 2mM TEA-Cl, 5mM QX314 adjusted to pH 7.3 with CsOH. Cells which had a change in series resistance ≥20% from start to the end of the experiment, or a series resistance higher than 25 were excluded from the analysis. Membrane resistance, series resistance and capacitance were constantly monitored by a -5mV step at the end of the trace.

To stimulate CA1 pyramidal neuron axon collaterals, the pipettes were placed into the border region between stratum oriens and alveus at a distance of approx. 200–250μM from the recorded neuron, and electrical stimulation was applied at low intensity (10–50 μA, at least 20× every 10s). The minimal first average response amplitude had to be at least 60pA in order to be further analyzed. 100 μM picrotoxin and 1 μM CGP54626 were added to block GABA_A_-mediated postsynaptic currents and GABA_B_ signaling, respectively.

Measurements of intrinsic properties were performed in current-clamp I_c_ with the following internal solution: 135mM K-gluconate, 5mM NaCl, 5mM MgATP, 0.3mM NaGTP, 10mM Phosphocreatine, 10mM HEPES without the addition of blockers.

*Data* was analyzed was performed offline using the open-source analysis software Stimfit^76^ (https://neurodroid.github.io/stimfit) and customized scripts written in Python. The analysis of voltage-clamp data was performed on mean waveforms. Cumulative distribution analysis (in%) was performed in Prism. Amplitudes were analyzed on individual events of every cell, whereas inter-event intervals were calculated based on the frequency of events per 10s sweep.

##### Drugs

All drugs were stored as aliquots at −20°C. D-AP5 (50 mM; Tocris) was dissolved in water. Picrotoxin was dissolved at 50 mM in ethanol. CGP 54626 hydrochloride (10 mM; Tocris) and NBQX (20 mM; Tocris) were dissolved in DMSO.

#### Behavioral analysis

Mice used for behavioral experiments were maintained in C57/Bl6J background, male, between 7 and 9 weeks of age and housed under standard laboratory conditions on a 12h light/dark cycle. All tests were carried out during the light cycle, with standard ceiling light and in at least 3 independent trials. All statistical data are mean ± SEM. Every animal was tested in all behavioral assays (battery testing).

##### Open Field

Mice were individually exposed to a square open field arena (50 × 50 × 30 cm) made of gray plastic for 10min. Velocity (cm/min) and time spent in the center were extracted from a video-based EthoVision10 system (Noldus).

##### Novel object recognition task

Animals tested in the Open Field arena on the day before the experiment, were exposed to two identical objects (culture dish flask filled with sand) for 5min in the first trial (acquisition). After 1hour, we tested for Short-term memory by 5min exploration of one familiar (flask) and one novel object (Lego block). The time spent investigating the objects, sniffing less than a centimeter from or touching the object, was scored manually. The time mice spent on the objects was excluded (exploration not directed at the object itself). Only mice spending at least 2 s with the objects in total were included in the analysis. Calculation of discrimination ratio: (time spent with novel object – time spent with familiar object)/total time investigating both objects. Distance traveled was extracted from the video-based EthoVison10 system (Noldus). Time and number of grooming or rearing events, and the time spent investigating the objects was scored manually.

##### Elevated plus maze

Animals were placed in the center of the maze (arms are 35 cm × 6 cm and 74 cm above the ground) facing the closed arms. The time spent on the open arm was measured during the 5 min test. In addition, the number of total entries (open arms and closed arms) were counted manually.

##### Marble burying

Animals were exposed to 20 identical black marbles distributed equally (4 × 5) in a standard Type II long cage with 5 cm high bedding for 30 min with ceiling light. For a marble to be counted as buried, approximately ≥75% of its area had to be below the bedding material.

### Quantification and statistical analysis

Quantification of electrophysiological data was performed using stimfit, histology and behavioral data was quantified by an experimenter blinded toward genotype. Statistical analysis for differential gene expression and alternative splicing events of RNA Sequencing experiments was performed in R and adjusted with the Benjamini Hochberg correction. All other statistical analysis was conducted using Prism version 8.0 and 9.0. Data was tested for normality with the Kolmogorov-Smirnov test and similar standard deviation before appropriate t test were chosen for molecular, electrophysiological and behavioral experiments. Paired t-tests were applied for the comparison of interaction time between familiar and novel objects. When assessing changes in the electrophysiological or behavioral properties in which multiple groups were compared, one or two-way ANOVA’s with appropriate correction for multiple comparisons (either Šídák’s or Tukey’s multiple comparisons tests) were performed. Statistical details for each data panel are also described in the figure legends and STAR Methods section.

## Data Availability

• RNA-seq and CLIP-seq data have been deposited at GEO and are publicly available. Accession numbers are listed in the key resource table. Microscopy data reported in this paper will be shared by the lead contact upon request. • This paper does not report original code. • Any additional information required to reanalyze the data reported in this paper is available form the lead contact upon request.

# Supplementary material for: A cell-type-specific alternative splicing regulator shapes synapse properties in a trans-synaptic manner
**Source:** Cell Rep. 2023 Mar 1;42(3):112173. doi: 10.1016/j.celrep.2023.112173
**Supplement:** Document S2. Article plus supplemental information

# A cell-type-specific alternative splicing regulator shapes synapse properties in a *trans*-synaptic manner

## Graphical abstract

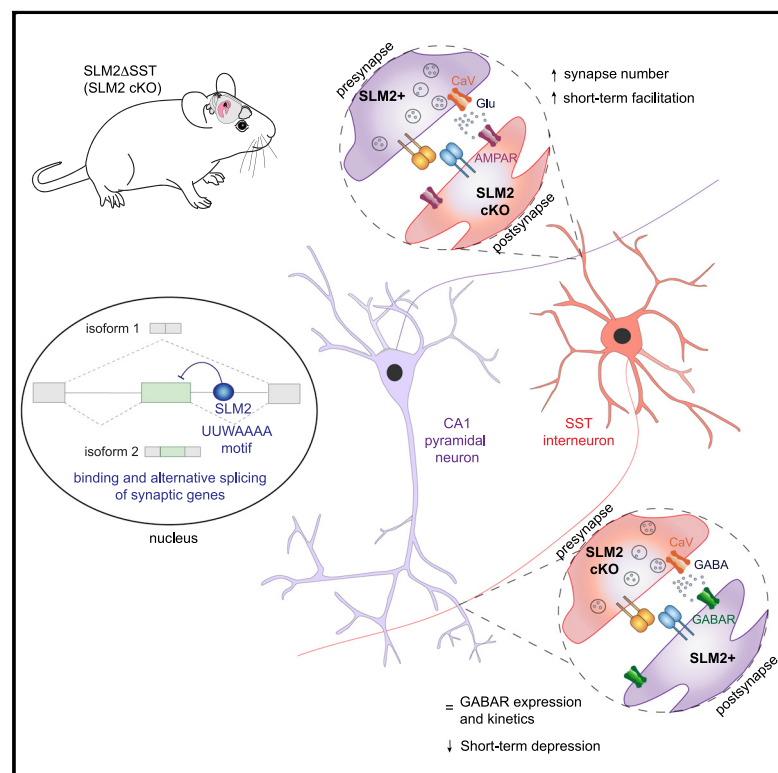

## Authors

Lisa Traunmüller, Jan Schulz, Raul Ortiz, ..., Josef Bischofberger, Chaolin Zhang, Peter Scheiffele

## In brief

Traunmüller et al. perform a systematic genetic dissection of cell-type-specific function of the alternative splicing regulator SLM2 in the mouse hippocampus. They show that SLM2-dependent alternative splicing specifically instructs the specification of synaptic properties in a *trans*-synaptic manner.

## Highlights

- The alternative splicing factor SLM2 binds mRNAs encoding synaptic proteins
- SLM2 regulates splice isoforms in a cell-type-specific manner
- SLM2 loss results in selective non-cell-autonomous alterations in synaptic function
- Mice lacking SLM2 in somatostatin interneurons exhibit short-term memory deficits

## Report

# A cell-type-specific alternative splicing regulator shapes synapse properties in a *trans*-synaptic manner

Lisa Traunmüller,<sup>1,4</sup> Jan Schulz,<sup>2,6</sup> Raul Ortiz,<sup>1</sup> Huijuan Feng,<sup>3</sup> Elisabetta Furlanis,<sup>1,4</sup> Andrea M. Gomez,<sup>1,5</sup> Dietmar Schreiner,<sup>1</sup> Josef Bischofberger,<sup>2</sup> Chaolin Zhang,<sup>3</sup> and Peter Scheiffele<sup>1,7,\*</sup>

<https://doi.org/10.1016/j.celrep.2023.112173>

## SUMMARY

The specification of synaptic properties is fundamental for the function of neuronal circuits. “Terminal selector” transcription factors coordinate terminal gene batteries that specify cell-type-specific properties. Moreover, pan-neuronal splicing regulators have been implicated in directing neuronal differentiation. However, the cellular logic of how splicing regulators instruct specific synaptic properties remains poorly understood. Here, we combine genome-wide mapping of mRNA targets and cell-type-specific loss-of-function studies to uncover the contribution of the RNA-binding protein SLM2 to hippocampal synapse specification. Focusing on pyramidal cells and somatostatin (SST)-positive GABAergic interneurons, we find that SLM2 preferentially binds and regulates alternative splicing of transcripts encoding synaptic proteins. In the absence of SLM2, neuronal populations exhibit normal intrinsic properties, but there are non-cell-autonomous synaptic phenotypes and associated defects in a hippocampus-dependent memory task. Thus, alternative splicing provides a critical layer of gene regulation that instructs specification of neuronal connectivity in a *trans*-synaptic manner.

## INTRODUCTION

Neuronal synapses are small but remarkably specialized cell-cell contacts. Across synapses, their strength, the probability of neurotransmitter release, and plasticity properties are tightly controlled and represent the basis for neuronal computations. While individual neuronal cells exhibit reproducible intrinsic properties that are linked to the genetic cell identity, the synaptic properties are a function of both the pre- and postsynaptic partner cell. Thus, a single neuron can form synapses with dramatically different functional properties on two different target cell types.<sup>1–3</sup> The genetic mechanisms underlying the specification of these properties are incompletely understood.

Pre- and postsynaptic compartments encompass a high concentration of specific protein complexes that coalesce around nascent cell contacts. One candidate mechanism for generating target-specific synapse properties are *trans*-synaptic recognition codes that recruit select ion channels and neurotransmitter receptors in the opposing synaptic membrane.<sup>4–11</sup> Posttran-

scriptional mechanisms such as regulated alternative splicing are hypothesized to play a critical role in this process.<sup>12–14</sup> Cross-species comparisons demonstrated a significant expansion of alternative exon usage in organisms and tissues with high phenotypic complexity. Thus, alternative splicing programs are particularly complex in the nervous system and have vastly expanded in mammals and primates.<sup>15–17</sup> Moreover, the high degree of splicing regulation in the brain is accompanied by the expression of a large number of neuronal splicing regulators.<sup>18</sup> Recent rodent studies mapped developmental and cell-type-specific alternative splicing programs in neurons.<sup>14,19–24</sup> The targets of such regulation are enriched for risk genes associated with neurodevelopmental disorders,<sup>19,25</sup> and alterations in splicing events are associated with autism spectrum disorders in the human population.<sup>26–28</sup>

Genetic deletion of pan-neuronal RNA-binding proteins results in severe alterations in vast programs of alternative splicing, and simultaneous deletion of multiple RNA-binding protein (RBP) paralogs often results in embryonic or perinatal lethality.<sup>25,29–33</sup>

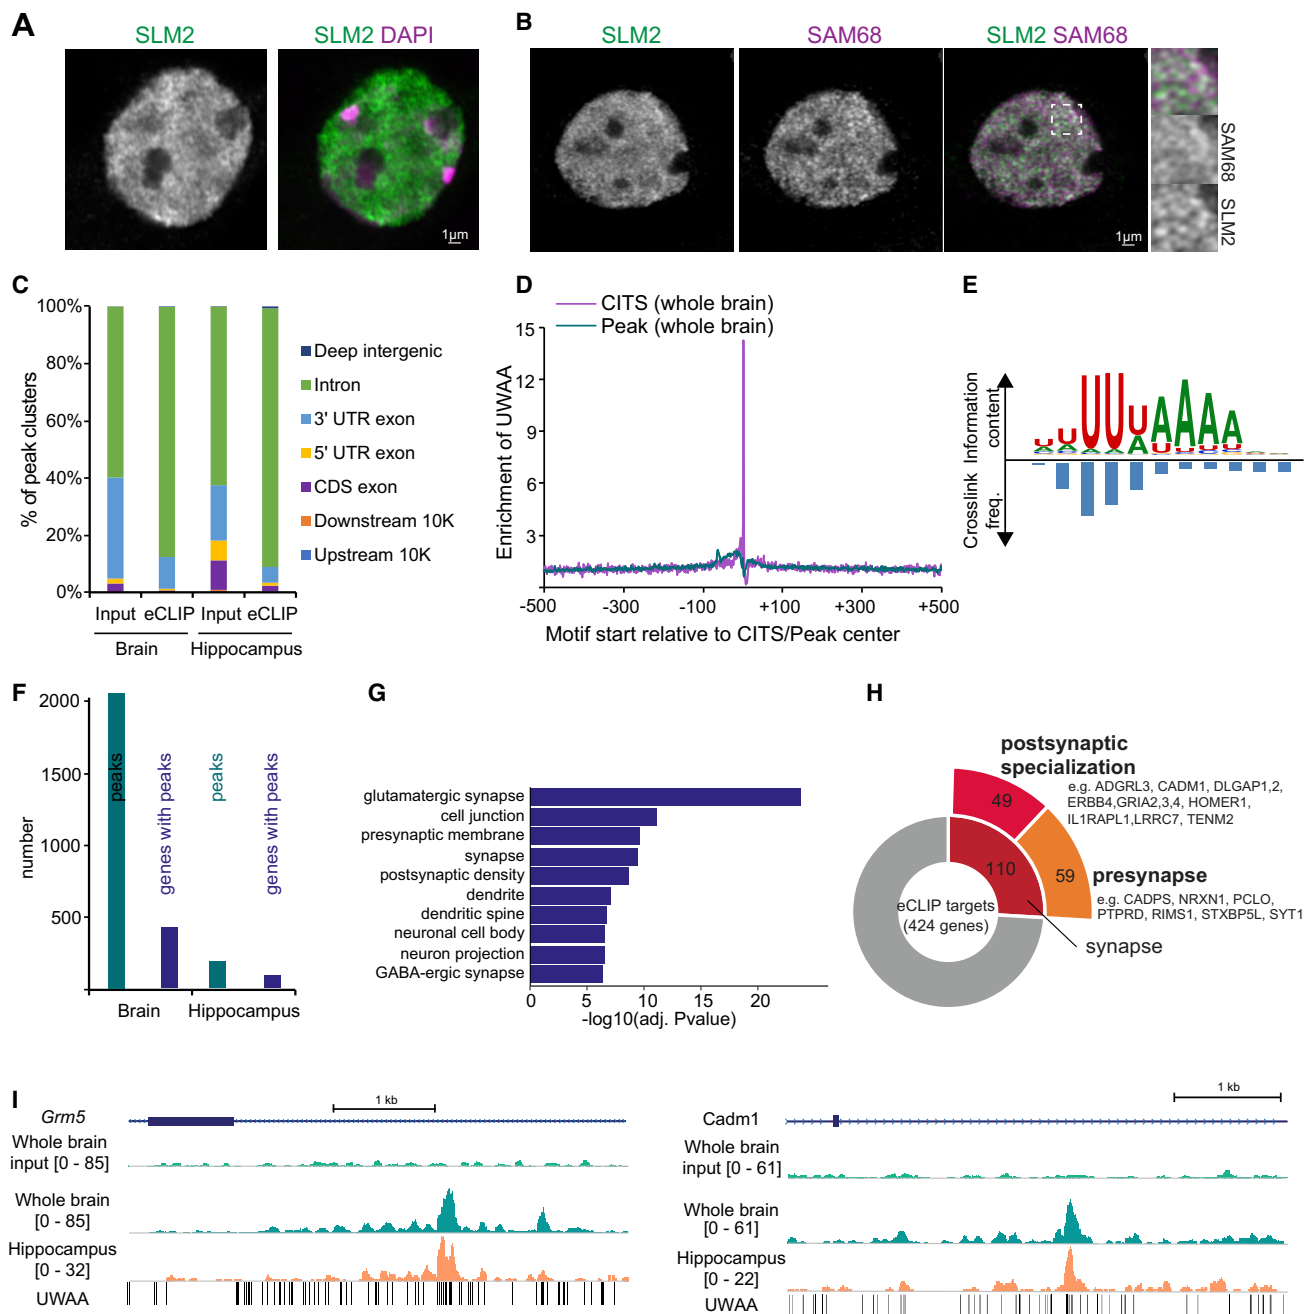

**Figure 1. SLM2-bound mRNAs encode synaptic proteins**

(A) Endogenous SLM2 immunoreactivity (green) and DAPI (purple) in hippocampus. Scale bar, 1  $\mu$ m.

(B) Immunostaining for SLM2 (green) and SAM68 (magenta) in cultured hippocampal neurons (day *in vitro* 12). Insets show enlargement of boxed area. Scale bar, 1  $\mu$ m.

(C) Cluster annotation summary for input and eCLIP samples.

(D) Enrichment of UWAA around cross-link-induced truncation site (CITS), calculated from frequency of UWAA starting at each position relative to the inferred cross-link sites, normalized by frequency of the element in flanking sequences in whole-brain eCLIP data. Enrichment of UWAA around the CLIP tag cluster peak center shown for comparison.

(E) SLM2 binding motif determined by mCross in whole-brain eCLIP data. Cross-linking frequencies at each motif position represented by blue bars.

(F) Number of high-confidence SLM2 targets identified by CLIPper and IDR analysis ( $\log_2$  fold change  $\geq 2$  and  $-\log_{10}(\text{IDR}) \geq 2$ ) in whole-brain and hippocampal eCLIP samples.

(G) Gene Ontology analysis (DAVID tools) of genes with significant SLM2 binding sites (whole brain). Top 10 enriched Gene Ontology categories for cellular compartment displayed.

(legend continued on next page)

These studies firmly established a critical role for alternative splicing regulators in neural development. However, it has been difficult to dissociate specific functions of RBPs in controlling synaptic connectivity and function from a more general requirement for cell specification and viability. The KH-domain-containing paralogs SLM1 and SLM2 exhibit highly selective expression in neuronal cell types, raising the possibility that they may contribute to the terminal differentiation of these cells.<sup>34–36</sup> Global genetic ablation of SLM2 results in increased synaptic transmission, loss of long-term potentiation at Schaffer collateral synapses in the hippocampus, and altered animal behavior.<sup>37,38</sup> However, the molecular logic of how these neuronal cell-type-specific splicing regulators contribute to the acquisition of synaptic properties remains largely unclear.

Here, we systematically probed the function of SLM2, which is highly expressed in glutamatergic CA1 and CA3 pyramidal cells and a sub-set of somatostatin-positive GABAergic interneurons in the mouse hippocampus.<sup>35,39</sup> We combined genome-wide mapping of SLM2-bound mRNAs *in vivo* with conditional loss-of-function analyses in hippocampal pyramidal cells and somatostatin (SST) interneurons in the *stratum oriens* of hippocampus area CA1. We find that SLM2 selectively controls alternative splicing of synaptic proteins, as well as synaptic function and plasticity in a *trans*-synaptic manner. We propose that cell-type-specific alternative splicing regulators like SLM2 provide a key mechanism for instructing the molecular identity of synaptic interaction modules in mammals.

## RESULTS

### SLM2-bound mRNAs encode synaptic proteins

In the mouse hippocampus, SLM2 is expressed in glutamatergic pyramidal cells but also a sub-population of GABAergic interneurons.<sup>34–36</sup> These include *oriens-alveus lacunosum-moleculare* (OLM) cells of CA1, a class of SST-positive interneurons. Within neuronal nuclei, SLM2 is concentrated in nuclear sub-structures (Figure 1A), reminiscent of nuclear bodies formed by the SLM2 paralog SAM68.<sup>40,41</sup> However, only a fraction of sub-nuclear structures in hippocampal neurons showed SLM2-SAM68 colocalization (Figure 1B). To identify SLM2-associated RNAs, we used enhanced cross-linking and immunoprecipitation (eCLIP) on mouse whole-brain and hippocampal samples. Tag counts obtained from independent replicates with the CTK pipeline<sup>42</sup> were highly correlated (Table S1; Figure S1A). 77% of the binding events occurred in introns, whereas only 2% mapped to exons (Figure 1C). Cross-link-induced truncation site (CITS) analysis identified the exact protein-RNA cross-link sites, which are enriched in the UWAA tetramer element (W = U/A; Figures 1D and S1B), a motif recognized by SLM2 *in vitro*.<sup>43</sup> *De novo* motif discovery using mCross, a computational method to model RBP binding sequence specificity and cross-link sites,<sup>44</sup> revealed a UUWAAAA 7-mer as the dominant RNA motif bound by SLM2 *in vivo* (Figures 1E and S1B–S1D). High-confidence SLM2 bind-

ing events in the replicates were identified using CLIPper followed by IDR (Figure 1F;  $\log_2$  fold change  $\geq 2$  and false discovery rate [FDR]?  $-\log_{10} \geq 2$ ; Table S1). Gene Ontology analysis of SLM2-bound mRNAs revealed a strong enrichment of mRNAs encoding glutamatergic synapse components (Figures 1G and S1E). Among the 424 high-confidence SLM2 target mRNAs in whole-brain samples, 110 were annotated in SynGO<sup>45</sup> to encode synaptic proteins, with 59 presynaptic and 49 postsynaptic density components (Figure 1H). These include pan-neuronally expressed mRNAs such as *Nrxn1*,<sup>2,3</sup> *Nlgn1*, *Lrrtm4*, *Dlgap1*,<sup>2</sup> *Tenm2*, and *Cadm1*, as well as postsynaptic proteins preferentially expressed in GABAergic interneurons such as *Erbp4* and *Gria4*.<sup>46,47</sup> No significant peaks were observed in size-matched input samples, and dense clusters of the UWAA motif in target mRNAs often closely aligned with SLM2 binding events (Figure 1I). These experiments uncover an array of mRNAs encoding synaptic proteins that are bound by endogenous SLM2 *in vivo*.

### Identification of cell-type-specific SLM2-dependent exons

Action of RBPs is frequently dependent on expression level.<sup>22,48</sup> Thus, we quantified SLM2 immunoreactivity across hippocampal neuron sub-populations (Figures 2A and 2B). SLM2 expression was highest in CA3 pyramidal cells (Grik4-cre; Figure S2A) and significantly expressed in CA1 pyramidal cells (CamK2-cre) and SST interneurons (SST-cre) (Figures 2B and S2B). More than 90% of genetically marked CA1 and CA3 pyramidal cells expressed SLM2 (Figures S2C and S2D). By contrast, SLM2 is not detectable in dentate granule cells (Figure 2B). We performed conditional ablation and mapped transcripts in the respective cell types by RiboTrap.<sup>49,50</sup> Using CamK2-cre, Grik4-cre, and SST-cre lines, we selectively ablated SLM2 in hippocampal CA1 (*Slm2*<sup>ΔCamK2</sup>) and CA3 (*Slm2*<sup>ΔGrik4</sup>) pyramidal cells and SST-positive GABAergic interneurons (*Slm2*<sup>ΔSST</sup>), respectively (Figures 2C and 2D). Immunostaining for SLM2 confirmed complete loss of the protein at postnatal day 16–18 (P16–18) for *Slm2*<sup>ΔSST</sup> and P42–45 for *Slm2*<sup>ΔCamK2</sup> and *Slm2*<sup>ΔGrik4</sup> in 75%–90% of the cre-positive cells (Figure 2D). Using RiboTrap affinity isolation, we deeply mapped the transcriptomes in wild-type and knockout cells (>90 Mio uniquely mapping reads/sample, >84% of reads mapping to mRNA, 4 replicates per genotype and cell population, one replicate for *Slm2*<sup>ΔCamK2</sup> excluded due to 3' bias; see Table S2 for details). There was very little variance between replicates or the RiboTrap samples from knockout versus wild-type mice (Figure 2E), suggesting that loss of SLM2 does not impact the terminal gene batteries of these cell types. Scatterplots further confirmed only minimal alterations at the level of overall gene expression (Figure 2F). The most strongly altered transcript (1.5- to 4.7-fold up-regulated; see Table S2 for details) was the SLM2 paralog *SLM1/Khdrbs2*, consistent with functional cross-repression.<sup>36</sup>

When comparing differential alternative exon usage across wild-type CamK2, Grik4, and SST cells, we identified 2,860 differentially regulated exons between these populations

(H) Sunburst chart and gene examples associated with synaptic function of high-confidence eCLIP targets from whole-brain samples identified by CLIPper and IDR.

(I) SLM2 eCLIP read densities on eCLIP targets compared with size-matched input. UWAA motif enrichment in whole-brain (green) and hippocampal (orange) samples. Coordinates shown are *Grm5* chr7: 87,601,936–87,607,378 and *Cadm1* chr9: 47,836,291–47,840,954.

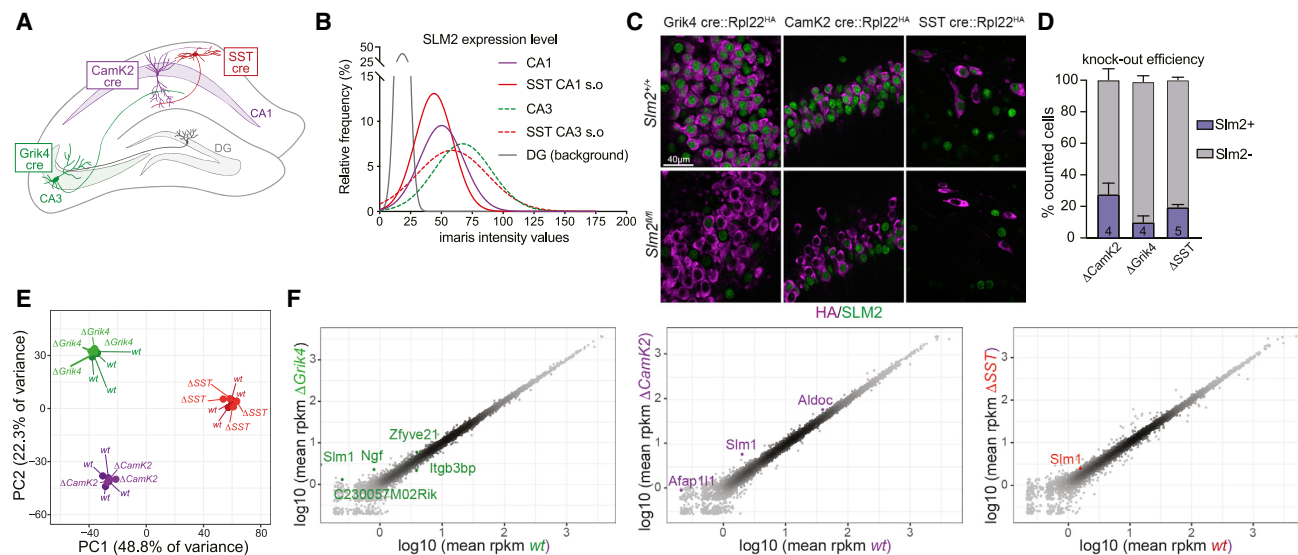

**Figure 2. Conditional ablation of SLM2 in hippocampal cell types**

(A) Cre drivers to assess the molecular profile of hippocampal *Cornu Ammonis* (CA) 1 (CamK2-cre), CA3 (Grik4-cre), and SST-positive (SST-cre) neurons. (B) Fitted Gaussian curves of relative frequency of SLM2 immunoreactivity in CA1, CA3 and SST cre-positive neurons in the *stratum oriens* (s.o) of CA1 and CA3. Background immunoreactivity defined based on staining of global *Slm2*<sup>KO</sup> mice. n = 3 animals each. CA1: 68 cells, CA3: 75 cells, SST CA1 s.o: 73 cells, SST CA3 s.o: 60 cells, *dentate gyrus* (DG): 62 cells. (C) SLM2 expression in cre-positive cells defined by immunoreactivity for conditional Rpl22HA allele in *Slm2*<sup>+/+</sup> and *Slm2*<sup>fl/fl</sup> mice (HA: magenta, SLM2: green, scale bar, 40  $\mu$ m). (D) Quantification of SLM2 deletion efficiency at P42–45 in CA1 ( $\Delta$ CamK2, N = 4, n = 1,081) and CA3 ( $\Delta$ Grik4, N = 4, n = 1,070) and at P16–18 in SST ( $\Delta$ SST, N = 5, n = 157) neurons. Mean  $\pm$  SEM. (E) Principal-component analysis of genes expressed in hippocampal *Slm2* wild-type and conditional knockout RiboTRAP pull-downs (wild type [WT] in green: Grik4<sup>cre</sup>:Rpl22<sup>HA/HA</sup> N = 4,  $\Delta$ Grik4: Grik4<sup>cre</sup>:Rpl22<sup>HA/HA</sup>:*Slm2*<sup>fl/fl</sup> N = 4; WT in purple: CamK2<sup>cre</sup>:Rpl22<sup>HA/HA</sup> N = 3,  $\Delta$ CamK2: CamK2<sup>cre</sup>:Rpl22<sup>HA/HA</sup>:*Slm2*<sup>fl/fl</sup> N = 3; WT in red: SST<sup>cre</sup>:Rpl22<sup>HA/HA</sup> N = 4,  $\Delta$ SST: SST<sup>cre</sup>:Rpl22<sup>HA/HA</sup>:*Slm2*<sup>fl/fl</sup> N = 4). Variances explained by principal component 1 (PC1) and PC2 are indicated. Variance stabilization transformation was utilized to normalize gene expression. (F) Correlation analysis of the mean log10 transformed, normalized transcript counts (reads per kilobase million [rpkm]) between WT (x axis) and mutants (y axis). Differentially expressed genes (fold change  $\geq$  1.5, adjusted p value Benjamini and Hochberg  $\leq$  0.05) are marked in color.

(Table S2). Loss of SLM2 did not broadly modify these cell-type-specific splicing signatures (Figure S3A; Table S2) but modified only a handful of alternative splicing events (Figure 3A; p  $\leq$  0.01, fold change  $\geq$  2; Table S2), including increased exon incorporation at *Nrxn2* alternatively spliced segment 4 in all three cell populations (AS4; see Figures 3A, 3B, and S3E for validation of splicing changes by qPCR and S4A for a sashimi plot). By contrast, the corresponding alternative exon in *Nrxn3* was de-regulated only in CA3 (Grik4) and CA1 (CamK2) cells (Figures 3C and S3E). De-regulation of the mutually exclusive alternative exons e23/e24 in Syntaxin binding protein 5-like (*Stxbp5l*; also called Tomosyn-2) was another splicing event commonly altered in CA1 and CA3 but not *Slm2* <sup>$\Delta$ SST</sup> cells (Figures 3A and S3C). In addition, we identified de-regulation of alternative exons in the unconventional myosin 1b (*Myo1b*) (in *Slm2* <sup>$\Delta$ CamK2</sup> cells) and the ubiquitin ligase *Ube2d* and the GTPase-activating enzyme *Arhgap42* in *Slm2* <sup>$\Delta$ SST</sup> cells.

Integration of the eCLIP and RiboTrap splicing analysis uncovered densely clustered intronic SLM2 binding events and the UWAA motif within 500 bases downstream of the de-regulated alternative exons (Figures 3B and 3C). This demonstrates that SLM2 binding directs skipping of upstream alternative exons. Importantly, no significant eCLIP tags were recovered in *Myo1b*, *Nkd2*, *Ube2d*, and *Arhgap42*, indicating that these

mRNAs are not directly regulated by SLM2. Besides these major alterations in a handful of genes, we observed further alterations in alternative exon incorporation in 61 additional mRNAs. The vast majority of these mRNAs are only very lowly expressed (Figure S3B), indicating that the mRNAs are unlikely to have significant contribution to the cellular proteomes. Moreover, no eCLIP binding events were mapped to these mRNAs (Figure S4B). Notably, all directly bound mRNAs with significantly altered alternative splicing encode synaptic proteins.

### Loss of SLM2 results in cell-type-specific synaptic phenotypes

Considering the remarkable selectivity of SLM2 for binding and regulating mRNAs encoding synaptic proteins, we probed the functional consequences of its ablation. Global SLM2 knockout is accompanied by increased glutamatergic transmission at CA3-CA1 pyramidal cell Schaffer collateral synapses.<sup>37</sup> Notably, conditional ablation of SLM2 in the presynaptic CA3 pyramidal cells resulted in a significant increase in postsynaptic currents evoked by Schaffer collateral stimulation in CA1 neurons (Figures S5A–S5C). Thus, deletion of SLM2 from CA3 neurons is sufficient to modify synaptic transmission onto postsynaptic CA1 pyramidal cells. We next examined phenotypes resulting from conditional loss of SLM2 in GABAergic interneurons. We

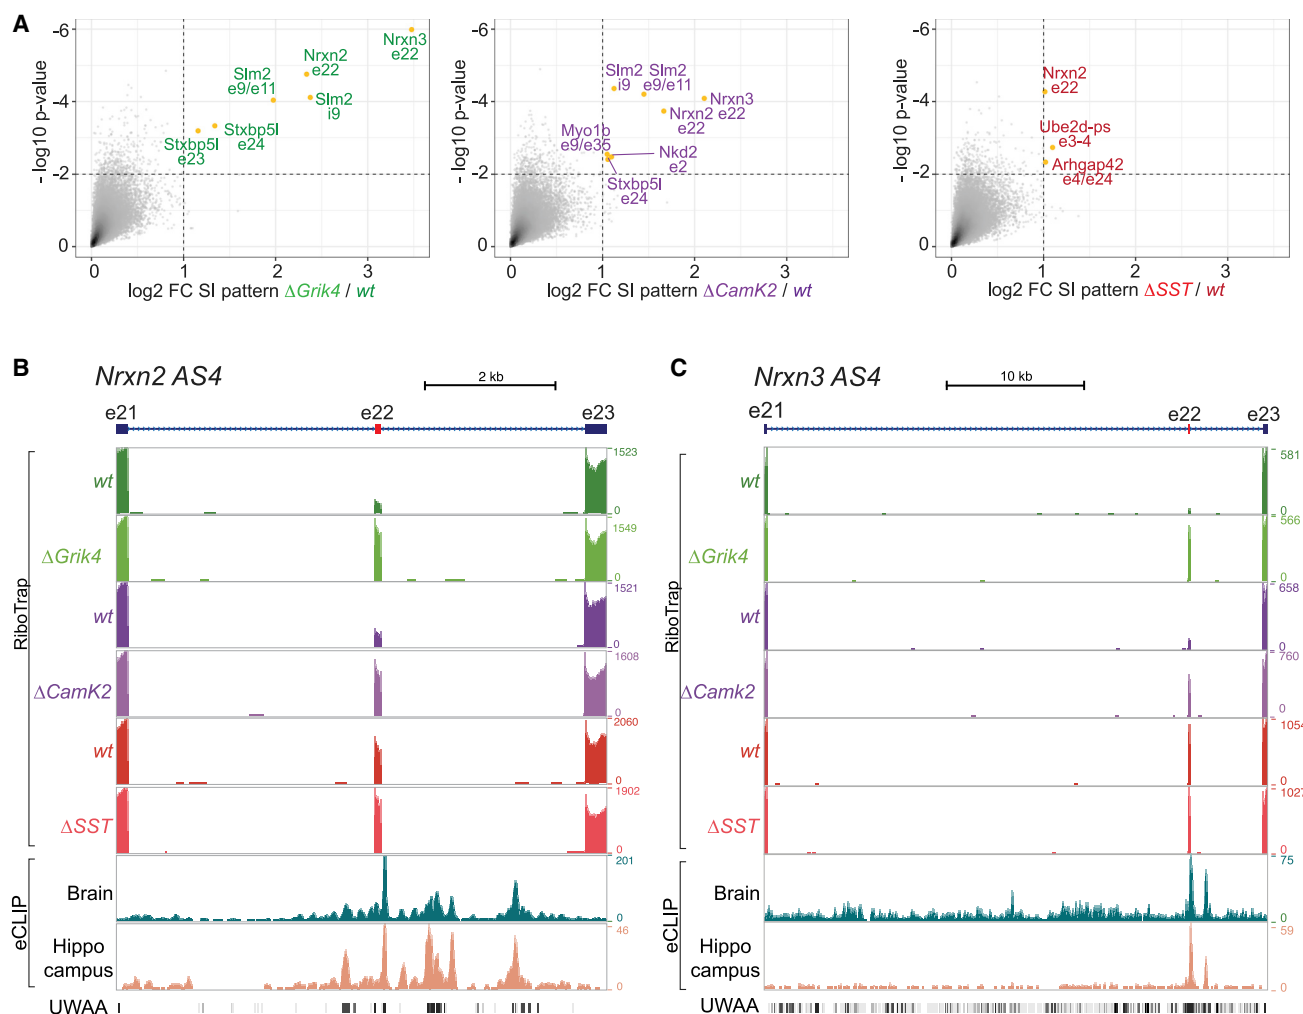

**Figure 3. SLM2 directly regulates alternative splicing of mRNAs encoding synaptic proteins**

(A) Log<sub>2</sub> fold change splicing index (FC SI) and -log<sub>10</sub> p values of splicing patterns comparing WT and *Slm2* mutants. Significantly regulated exons are marked in color (fold change  $\geq 2$ ,  $p \leq 0.01$ ).

(B and C) Sequencing tracks for WT and mutant ( $\Delta$ ) RiboTrap samples for hippocampal Grik4, CamK2, and SST cells and eCLIP analysis in whole brain and hippocampus for de-regulated exons of *Nrnx2* and *Nrnx3*. SLM2 binding events in downstream introns align with UWAA motifs. Coordinates: *Nrnx2* chr19:6,509,778–6,517,248; *Nrnx3* chr12:90,168,920–90,204,818.

focused on horizontally oriented SST interneurons located in the *stratum oriens alveus* of the hippocampus representing putative OLM interneurons, which significantly express SLM2 (Figure S2B). Conditional knockout of SLM2 from SST interneurons (*Slm2* <sup>$\Delta$ SST</sup>) did not modify intrinsic properties of SST-positive interneurons, indicating that SLM2 is not required for the specification of these cells (Figures S5C–S5F). However, our eCLIP analysis uncovered abundant SLM2 binding to mRNAs that encode proteins of glutamatergic synapses (Figures 1G and 1H). Thus, we examined glutamatergic inputs to *Slm2* <sup>$\Delta$ SST</sup> cells. Miniature excitatory postsynaptic current (mEPSC) amplitudes in SST interneurons were unchanged, but we observed a significant shift toward a higher mEPSC frequency, suggesting an increased glutamatergic synapse density onto *Slm2* <sup>$\Delta$ SST</sup> cells (Figures 4A–4E). OLM interneuron dendrites in the *stratum oriens* receive glutamatergic synapses from CA1 pyramidal cells.<sup>51</sup>

These inputs exhibit a characteristic short-term facilitation, which has a critical impact on hippocampal circuit function.<sup>52,53</sup> We investigated AMPAR-mediated post-synaptic responses with increasing electrical stimulation of putative CA1 axons in the *alveus* and found a significant increase in excitation consistent with a larger synapse number (Figure 4F). Moreover, 40 Hz stimulation of the same axons led to a significantly elevated short-term facilitation (Figure 4G). Because short-term facilitation at this synapse is mediated via increased transmitter release, these results show that SLM2 in postsynaptic SST interneurons controls glutamatergic transmission and synaptic recruitment of these cells via a *trans*-synaptic mechanism.

We further analyzed GABAergic SST interneuron output synapses by optogenetic stimulation of SST interneurons and whole-cell patch-clamp recordings from CA1 pyramidal cells. We found no alterations in the magnitude of optogenetically

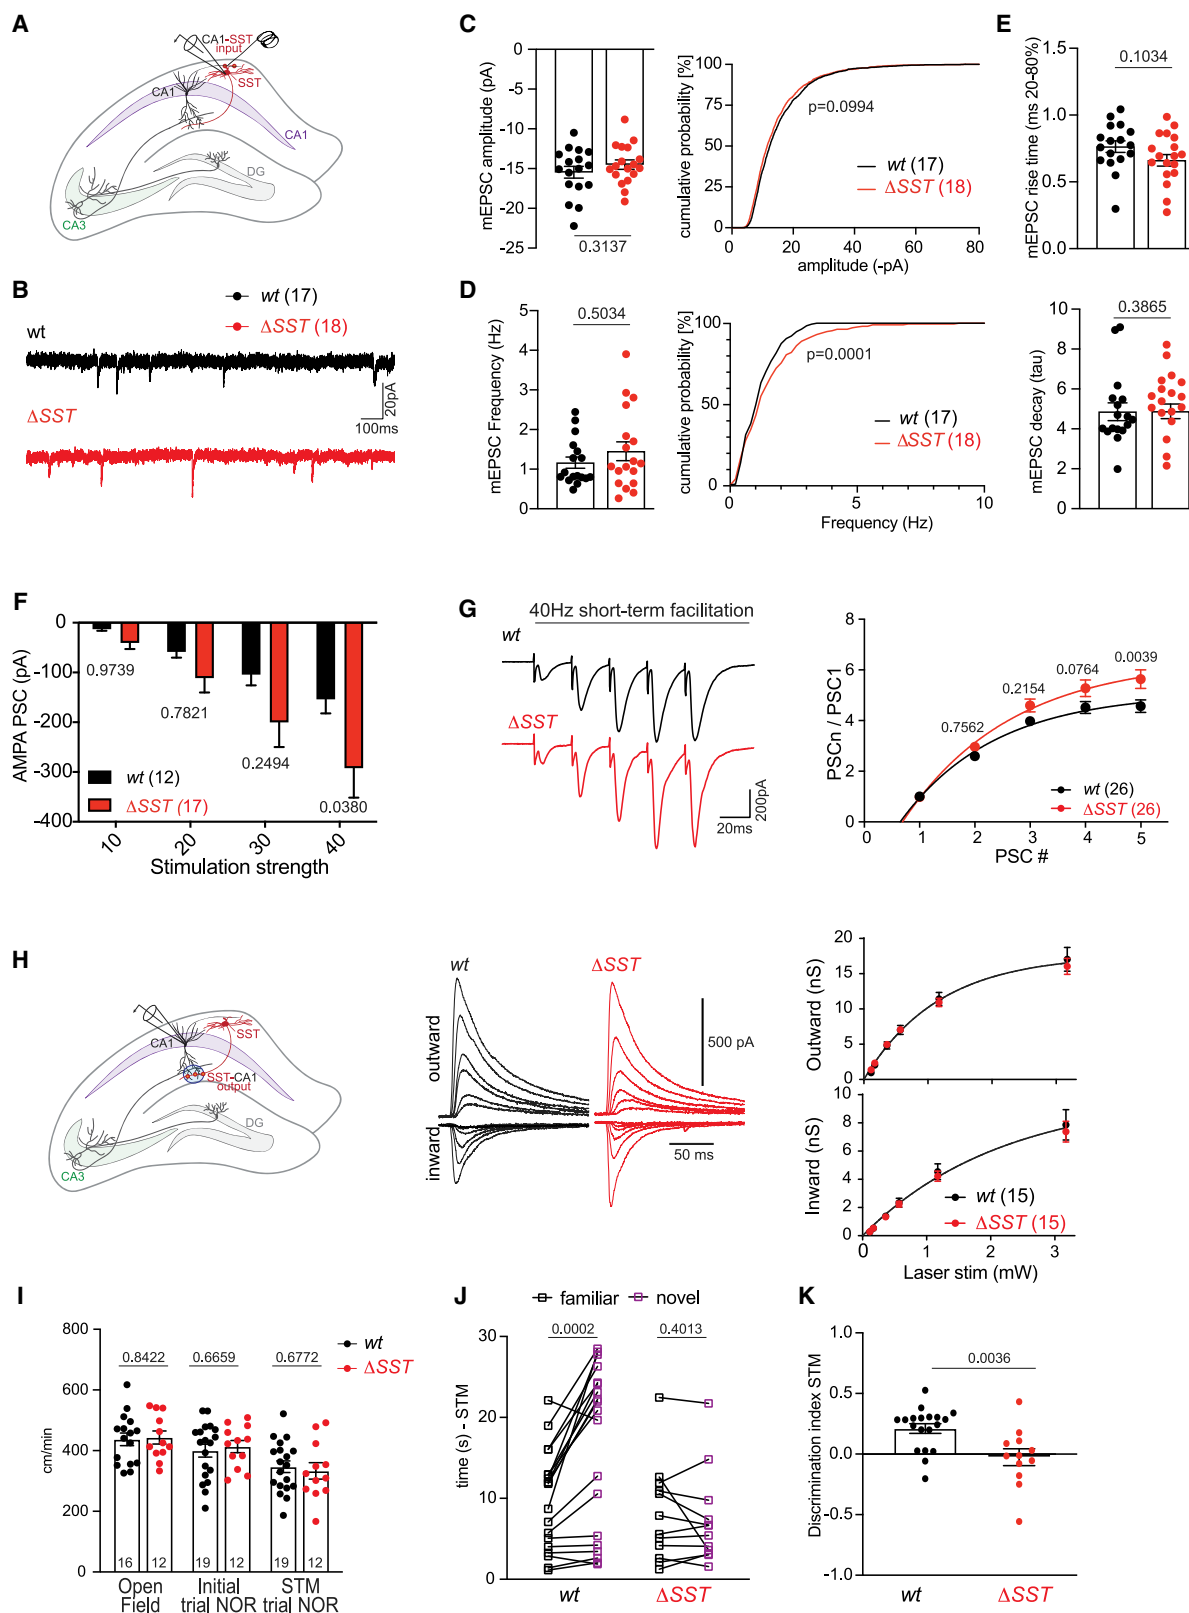

(legend on next page)

evoked postsynaptic inhibitory currents in *Slm2*<sup>ΔSST</sup> mice (Figure 4H). The kinetics of optogenetically evoked currents were unchanged, indicating the normal assembly of postsynaptic GABA A receptors (Figure S5G). We applied 10 Hz optogenetic stimulation, which induces a depression at OLM-CA1 synapses in wild-type cells. Using this protocol, we observed a small but significant reduction in short-term depression in slices from *Slm2*<sup>ΔSST</sup> mice (Figure S5H). Finally, GABA A receptor kinetics and voltage dependence of GABAergic inhibitory PSCs (IPSCs) were unchanged (Figure S5), suggesting that expression of synaptic GABA A receptor sub-units is virtually identical. Thus, selective loss of SLM2 from SST interneurons results in increased glutamatergic drive onto OLM interneurons with largely similar properties of output synapses onto CA1 neurons.

Aberrant activation of OLM interneurons induced by optogenetic stimulation during the exploration phase has been shown to impair object memory in an object recognition task.<sup>54</sup> Thus, we performed novel object recognition tests with *Slm2*<sup>ΔSST</sup> mice. Mutant and wild-type mice did not differ in mobility in the test arena or in the total time spent interacting with objects (Figure 4I). When testing object recognition memory (1 h after the initial object exploration), wild-type mice spent significantly more time exploring the novel object. By contrast, *Slm2*<sup>ΔSST</sup> mice spent similar times interacting with novel and familiar objects (Figures 4J and 4K). This defect in short-term memory was not associated with an increase in anxiety, as *Slm2*<sup>ΔSST</sup> mice showed normal exploration of open and closed arms in elevated plus maze and also did not differ in other behavioral assessments such as marble burying (Figure S6). Thus, selective loss of SLM2 from SST interneurons is associated with a specific deficit in short-term memory in mice. Taken together, these data suggest that in SST interneurons, SLM2 controls splicing of a very small sub-set of mRNAs encoding synaptic proteins including *Nrxn2*, leading to the regulation of the glutamatergic recruitment of these GABAergic interneurons for fine-tuning of dendritic inhibition during learning and memory.

## DISCUSSION

In the nervous system, alternative splicing controls multiple steps of neuronal development, plasticity, and diverse pathologies.<sup>12,14,16,19,55–57</sup> Here, we discovered that SLM2 is dispens-

able for most aspects of neuronal differentiation but selectively instructs terminal specification of synaptic function within the hippocampal microcircuit.

We demonstrate that endogenous SLM2 binds to a UUWAAAA 7-mer motif *in vivo*. The SLM2 paralog SAM68 recognizes a similar motif; however, direct comparison of alternative splicing profiles in *Slm2*<sup>KO</sup> and *Sam68*<sup>KO</sup> hippocampi suggests that de-regulated exons are largely paralog specific *in vivo* (Figure S4C). SLM2 eCLIP targets are strongly enriched for mRNAs encoding synaptic proteins, including adhesion molecules, pre- and postsynaptic scaffolding molecules, and neurotransmitter receptors. Interestingly, only a small fraction of these SLM2-bound mRNAs exhibit alterations in alternative exon incorporation in conditional knockout mice. This might be a consequence of functional redundancy with other RBPs. Alternatively, SLM2 binding to target mRNAs in the nucleus may contribute to coordinated spatiotemporal control of an array of functionally related mRNAs, which modifies their trafficking and/or translation.<sup>58</sup> For all regulated alternative exons, SLM2 binding sites consist of extended RNA motif clusters in the downstream intron, and loss of SLM2 results in aberrant exon incorporation. This indicates a major function for SLM2 in driving exon skipping.

Interestingly, loss of SLM2 did not result in significant alterations in the overall neuronal transcriptomes or functional intrinsic properties. This strongly suggests that SLM2 is dispensable for cell fate specification. By contrast, SLM2 loss of function was associated with selective *trans*-synaptic phenotypes: Conditional ablation of SLM2 from CA3 pyramidal neurons led to an increase in postsynaptic currents at Schaffer collateral synapses onto CA1. This phenotype recapitulates the increase in postsynaptic AMPA receptors and increased synaptic transmission observed in global *Slm2*<sup>KO</sup> mice.<sup>37</sup> In SST interneurons, conditional *Slm2* deletion was associated with increased glutamatergic transmission likely resulting from an increased glutamatergic synapse density onto the mutant cells and increased presynaptic facilitation of synapses formed onto the knockout cells. SLM2-dependent alterations in synaptic adhesion molecules in SST interneurons, such as TENM2, ERBB4, CADM1, ADGRL3, and postsynaptic NRXNs are well positioned to direct such *trans*-synaptic regulation.<sup>46,59,60</sup> For example, the elevated alternative exon incorporation in NRXN2 AS4 is predicted to reduce its ability to inactivate the function of postsynaptic neuroligins

### Figure 4. SLM2 controls synaptic plasticity and function in a *trans*-synaptic manner

- (A) Electrical stimulation of axons in the *alveus* and voltage-clamp recordings in genetically marked SST-positive interneurons in the s.o.  
(B) Example traces of miniature excitatory postsynaptic currents (mEPSCs) in SST interneurons.  
(C–E) Analysis of mEPSC amplitude (C), frequency (D), and rise and decay times (E). WT n = 17, ΔSST n = 18. Mean ± SEM. p values determined by corresponding t tests. For cumulative frequency distribution, Kolmogorov-Smirnov test.  
(F) Mean ± SEM data of AMPAR-mediated EPSCs in SST interneurons of s.o in response to different stimulation intensities of axons in the *alveus* in ΔSST n = 17 versus WT n = 12. Two-way ANOVA with Šidák's multiple comparisons test.  
(G) Representative traces of evoked EPSCs during repetitive stimulation at 40 Hz in WT (black) and ΔSST (red). Group data of EPSCs normalized to the first peak in ΔSST n = 26 versus WT n = 26. Mean ± SEM. Two-way ANOVA with Šidák's multiple comparisons test.  
(H) Local optogenetic stimulation of SST+ neuron-mediated IPSCs in apical CA1 dendrites in WT and ΔSST mutants. Representative traces of inward and outward IPSCs evoked at increasing laser intensities in WT (black) and ΔSST (red). Mean ± SEM input-output curve of synaptic conductance underlying outward and inward PSCs.  
(I) Quantification of velocity (cm/min) in open field, initial, and short-term memory (STM) test phases of novel object recognition (NOR) task. Animal numbers for each task are indicated. Mean ± SEM, unpaired t test.  
(J and K) NOR interaction time (s) spent with a familiar (black) or novel (purple) object during a 5 min trial (paired t test) and discrimination index (unpaired t test). Mean ± SEM, WT n = 19 and ΔSST n = 12.

in neuronal dendrites<sup>61,62</sup> and may contribute to the increased glutamatergic input received by OLM interneurons in *Slm2<sup>ΔSST</sup>* mice. Thus, conditional SLM2 ablation reconfigures *trans*-synaptic interaction modules and, thereby, properties of synaptic structures formed with connecting cells.

Despite the increased glutamatergic drive received by OLM interneurons, their GABAergic output was largely unchanged in *Slm2<sup>ΔSST</sup>* mice. This suggests that SLM2 regulates the level of functional recruitment of SST interneurons. SST interneurons provide branch-specific inhibition onto distal dendrites of CA1 pyramidal cells, powerfully controlling dendritic integration of synaptic information.<sup>63</sup> Increased activation of OLM interneurons during the formation of episodic memories has been shown to disrupt memory formation.<sup>54</sup> Consistent with aberrant activation of OLM interneurons, SLM2 knockout mice exhibit an impairment in short-term memory, supporting a critical function for SLM2 in the inhibitory control of short-term episodic memories.

We propose that acquisition of a cell-type-specific complement of RBPs represents a critical element of the terminal gene battery established during development that shapes *trans*-synaptic modules.<sup>4</sup> Expression of SLM2 in a sub-class of SST interneurons<sup>64</sup> and in hippocampal pyramidal cells is already detected at embryonic stages (Figure S2F). Thus, SLM2 expression is linked to embryonic cell-type specification. Evolutionary comparisons of synaptic building blocks across organisms suggest that more complex cellular modules accommodate the need for phenotypic diversity at the level of individual synapses.<sup>65</sup> Our work suggests that the modification of synaptic modules through alternative splicing is a major mechanism underlying the unique functional specification of synaptic connections.

### Limitations of the study

While our study correlates alterations in alternative splicing and synaptic transmission phenotypes, we have not directly linked a single alternative splice isoform of a synaptic protein to the alteration in plasticity. Moreover, we cannot exclude a contribution of SST interneuron populations besides OLM cells to the behavioral phenotype.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
- **METHOD DETAILS**
  - Mice
  - Antibodies
  - Primary hippocampal cell culture
  - Immunohistochemistry, image acquisition and statistical analysis
  - eCLIP library preparation
  - eCLIP data processing

- Motif analysis
- Gene ontology analysis
- RiboTRAP pulldowns, RNA purification and quality control
- Library preparation and illumina sequencing
- Quality control and RNA-seq pre-processing
- Differential gene expression analysis
- Alternative splicing analysis
- qPCR analysis for alternative exon usage of *Nrxns* at AS4
- Electrophysiology
- Behavioral analysis

### ● QUANTIFICATION AND STATISTICAL ANALYSIS

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2023.112173>.

### ACKNOWLEDGMENTS

We thank Caroline Bornmann and Sabrina Innocenti for experimental support and Geoffrey Fucile (SciCORE), the Biozentrum Imaging Core Facility, and Quantitative Genomics Center Basel for excellent support. This work was supported by funds to P.S. from University of Basel, the Swiss National Science Foundation (project 179432, TMAG-3-209273), ERC Advanced Grant SPLICE-CODE, and AIMS-2-TRIALS, which are supported by the Innovative Medicines Initiatives from the European Commission, funds to J.B. (SNSF, project 176321) and C.Z. (National Institutes of Health, R01NS125018).

### AUTHOR CONTRIBUTIONS

L.T., J.S., A.M.G., and D.S. conducted experiments and analyzed data; R.O., H.F., and E.F. analyzed data; L.T., J.S., A.M.G., D.S., J.B., C.Z., and P.S. designed experiments; L.T. and P.S. wrote the manuscript with editing provided by all co-authors.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

### INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research.

Received: July 22, 2022  
Revised: December 7, 2022  
Accepted: February 12, 2023  
Published: March 1, 2023

### REFERENCES

1. Reyes, A., Lujan, R., Rozov, A., Burnashev, N., Somogyi, P., and Sakmann, B. (1998). Target-cell-specific facilitation and depression in neocortical circuits. *Nat. Neurosci.* 1, 279–285. <https://doi.org/10.1038/1092>.
2. Koester, H.J., and Johnston, D. (2005). Target cell-dependent normalization of transmitter release at neocortical synapses. *Science* 308, 863–866. <https://doi.org/10.1126/science.1100815>.
3. Éites, T., Kirizs, T., Nusser, Z., and Holderith, N. (2017). Target cell type-dependent differences in Ca(2+) channel function underlie distinct release probabilities at hippocampal glutamatergic terminals. *J. Neurosci.* 37, 1910–1924. <https://doi.org/10.1523/JNEUROSCI.2024-16.2017>.

4. Gomez, A.M., Traunmüller, L., and Scheiffele, P. (2021). Neurexins: molecular codes for shaping neuronal synapses. *Nat. Rev. Neurosci.* 22, 137–151. <https://doi.org/10.1038/s41583-020-00415-7>.
5. Apóstolo, N., and de Wit, J. (2019). Compartmentalized distributions of neuronal and glial cell-surface proteins pattern the synaptic network. *Curr. Opin. Neurobiol.* 57, 126–133. <https://doi.org/10.1016/j.conb.2019.01.025>.
6. Südhof, T.C. (2017). Synaptic neurexin complexes: a molecular code for the logic of neural circuits. *Cell* 171, 745–769. <https://doi.org/10.1016/j.cell.2017.10.024>.
7. Yuzaki, M. (2018). Two classes of secreted synaptic organizers in the central nervous system. *Annu. Rev. Physiol.* 80, 243–262. <https://doi.org/10.1146/annurev-physiol-021317-121322>.
8. Krueger-Burg, D., Papadopoulos, T., and Brose, N. (2017). Organizers of inhibitory synapses come of age. *Curr. Opin. Neurobiol.* 45, 66–77. <https://doi.org/10.1016/j.conb.2017.04.003>.
9. Chowdhury, D., Watters, K., and Biederer, T. (2021). Synaptic recognition molecules in development and disease. *Curr. Top. Dev. Biol.* 142, 319–370. <https://doi.org/10.1016/bs.ctdb.2020.12.009>.
10. Favuzzi, E., and Rico, B. (2018). Molecular diversity underlying cortical excitatory and inhibitory synapse development. *Curr. Opin. Neurobiol.* 53, 8–15. <https://doi.org/10.1016/j.conb.2018.03.011>.
11. Siddiqui, T.J., and Craig, A.M. (2011). Synaptic organizing complexes. *Curr. Opin. Neurobiol.* 21, 132–143. <https://doi.org/10.1016/j.conb.2010.08.016>.
12. Furlanis, E., and Scheiffele, P. (2018). Regulation of neuronal differentiation, function, and plasticity by alternative splicing. *Annu. Rev. Cell Dev. Biol.* 34, 451–469.
13. Ule, J., and Blencowe, B.J. (2019). Alternative splicing regulatory networks: functions, mechanisms, and evolution. *Mol. Cell* 76, 329–345. <https://doi.org/10.1016/j.molcel.2019.09.017>.
14. Vuong, C.K., Black, D.L., and Zheng, S. (2016). The neurogenetics of alternative splicing. *Nat. Rev. Neurosci.* 17, 265–281. <https://doi.org/10.1038/nrn.2016.27>.
15. Merkin, J., Russell, C., Chen, P., and Burge, C.B. (2012). Evolutionary dynamics of gene and isoform regulation in Mammalian tissues. *Science* 338, 1593–1599. <https://doi.org/10.1126/science.1228186>.
16. Barbosa-Morais, N.L., Irimia, M., Pan, Q., Xiong, H.Y., Gueroussov, S., Lee, L.J., Slobodenic, V., Kutter, C., Watt, S., Colak, R., and Blencowe, B.J. (2012). The evolutionary landscape of alternative splicing in vertebrate species. *Science* 338, 1587–1593. <https://doi.org/10.1111/aman.12147>.
17. Mazin, P.V., Khaitovich, P., Cardoso-Moreira, M., and Kaessmann, H. (2021). Alternative splicing during mammalian organ development. *Nat. Genet.* 53, 925–934. <https://doi.org/10.1038/s41588-021-00851-w>.
18. Grosso, A.R., Gomes, A.Q., Barbosa-Morais, N.L., Caldeira, S., Thorne, N.P., Grech, G., von Lindern, M., and Carmo-Fonseca, M. (2008). Tissue-specific splicing factor gene expression signatures. *Nucleic Acids Res.* 36, 4823–4832. <https://doi.org/10.1093/nar/gkn463>.
19. Zhang, X., Chen, M.H., Wu, X., Kodani, A., Fan, J., Doan, R., Ozawa, M., Ma, J., Yoshida, N., Reiter, J.F., et al. (2016). Cell-type-specific alternative splicing governs cell fate in the developing cerebral cortex. *Cell* 166, 1147–1162.e15. <https://doi.org/10.1016/j.cell.2016.07.025>.
20. Weyn-Vanhenhenryck, S.M., Feng, H., Ustianenko, D., Duffié, R., Yan, Q., Jacko, M., Martinez, J.C., Goodwin, M., Zhang, X., Hengst, U., et al. (2018). Precise temporal regulation of alternative splicing during neural development. *Nat. Commun.* 9, 2189. <https://doi.org/10.1038/s41467-018-04559-0>.
21. Furlanis, E., Traunmüller, L., Fucile, G., and Scheiffele, P. (2019). Landscape of ribosome-engaged transcript isoforms reveals extensive neuronal-cell-class-specific alternative splicing programs. *Nat. Neurosci.* 22, 1709–1717. <https://doi.org/10.1038/s41593-019-0465-5>.
22. Feng, H., Moakley, D.F., Chen, S., McKenzie, M.G., Menon, V., and Zhang, C. (2021). Complexity and graded regulation of neuronal cell-type-specific alternative splicing revealed by single-cell RNA sequencing. *Proc. Natl. Acad. Sci. USA* 118, e2013056118. <https://doi.org/10.1073/pnas.2013056118>.
23. Ray, T.A., Cochran, K., Kozlowski, C., Wang, J., Alexander, G., Cady, M.A., Spencer, W.J., Ruzyski, P.A., Clark, B.S., Laeremans, A., et al. (2020). Comprehensive identification of mRNA isoforms reveals the diversity of neural cell-surface molecules with roles in retinal development and disease. *Nat. Commun.* 11, 3328. <https://doi.org/10.1038/s41467-020-17009-7>.
24. Hauser, D., Behr, K., Konno, K., Schreiner, D., Schmidt, A., Watanabe, M., Bischofberger, J., and Scheiffele, P. (2022). Targeted proteoform mapping uncovers specific Neurexin-3 variants required for dendritic inhibition. *Neuron* 110, 2094–2109.e10. <https://doi.org/10.1016/j.neuron.2022.04.017>.
25. Wamsley, B., Jaglin, X.H., Favuzzi, E., Quattrocchio, G., Nigro, M.J., Yusuf, N., Khodadadi-Jamayran, A., Rudy, B., and Fishell, G. (2018). Rbfox1 mediates cell-type-specific splicing in cortical interneurons. *Neuron* 100, 846–859.e7. <https://doi.org/10.1016/j.neuron.2018.09.026>.
26. Irimia, M., Weatheritt, R.J., Ellis, J.D., Parikshak, N.N., Gonatopoulos-Pournatzis, T., Babor, M., Quesnel-Vallières, M., Tapial, J., Raj, B., O'Hanlon, D., et al. (2014). A highly conserved program of neuronal microexons is misregulated in autistic brains. *Cell* 159, 1511–1523. <https://doi.org/10.1016/j.cell.2014.11.035>.
27. Quesnel-Vallières, M., Dargaei, Z., Irimia, M., Gonatopoulos-Pournatzis, T., Ip, J.Y., Wu, M., Sterne-Weiler, T., Nakagawa, S., Woodin, M.A., Blencowe, B.J., and Cordes, S.P. (2016). Misregulation of an activity-dependent splicing network as a common mechanism underlying autism spectrum disorders. *Mol. Cell* 64, 1023–1034. <https://doi.org/10.1016/j.molcel.2016.11.033>.
28. Parikshak, N.N., Swarup, V., Belgard, T.G., Irimia, M., Ramaswami, G., Gandal, M.J., Hartl, C., Leppa, V., Ubieta, L.d.I.T., Huang, J., et al. (2016). Genome-wide changes in lncRNA, splicing, and regional gene expression patterns in autism. *Nature* 540, 423–427. <https://doi.org/10.1038/nature20612>.
29. Torres-Méndez, A., Pop, S., Bonnal, S., Almudi, I., Avola, A., Roberts, R.J.V., Paolantoni, C., Alcaina-Caro, A., Martín-Anduaga, A., Haussmann, I.U., et al. (2022). Parallel evolution of a splicing program controlling neuronal excitability in flies and mammals. *Sci. Adv.* 8, eabk0445. <https://doi.org/10.1126/sciadv.abk0445>.
30. Li, Q., Zheng, S., Han, A., Lin, C.H., Stoilov, P., Fu, X.D., and Black, D.L. (2014). The splicing regulator PTBP2 controls a program of embryonic splicing required for neuronal maturation. *Elife* 3, e01201. <https://doi.org/10.7554/eLife.01201>.
31. Saito, Y., Yuan, Y., Zucker-Scharff, I., Fak, J.J., Jereb, S., Tajima, Y., Licatalosi, D.D., and Darnell, R.B. (2019). Differential NOVA2-mediated splicing in excitatory and inhibitory neurons regulates cortical development and cerebellar function. *Neuron* 101, 707–720.e5. <https://doi.org/10.1016/j.neuron.2018.12.019>.
32. Vuong, C.K., Wei, W., Lee, J.A., Lin, C.H., Damianov, A., de la Torre-Ubieta, L., Halabi, R., Otis, K.O., Martin, K.C., O'Dell, T.J., and Black, D.L. (2018). Rbfox1 regulates synaptic transmission through the inhibitory neuron-specific vSNARE Vamp1. *Neuron* 98, 127–141.e7. <https://doi.org/10.1016/j.neuron.2018.03.008>.
33. Jacko, M., Weyn-Vanhenhenryck, S.M., Smerdon, J.W., Yan, R., Feng, H., Williams, D.J., Pai, J., Xu, K., Wichterle, H., and Zhang, C. (2018). Rbfox splicing factors promote neuronal maturation and axon initial segment assembly. *Neuron* 97, 853–868.e6. <https://doi.org/10.1016/j.neuron.2018.01.020>.
34. Stoss, O., Novoyatleva, T., Gencheva, M., Olbrich, M., Benderska, N., and Stamm, S. (2004). p59(fyn)-mediated phosphorylation regulates the activity of the tissue-specific splicing factor rSLM-1. *Mol. Cell. Neurosci.* 27, 8–21. <https://doi.org/10.1016/j.mcn.2004.04.011> S1044743104001010.

35. Iijima, T., Iijima, Y., Witte, H., and Scheiffele, P. (2014). Neuronal cell type-specific alternative splicing is regulated by the KH domain protein SLM1. *J. Cell Biol.* 204, 331–342. <https://doi.org/10.1083/jcb.201310136>.
36. Traunmüller, L., Bornmann, C., and Scheiffele, P. (2014). Alternative splicing coupled nonsense-mediated decay generates neuronal cell type-specific expression of SLM proteins. *J. Neurosci.* 34, 16755–16761. <https://doi.org/10.1523/JNEUROSCI.3395-14.2014>.
37. Traunmüller, L., Gomez, A.M., Nguyen, T.-M., and Scheiffele, P. (2016). Control of neuronal synapse specification by highly dedicated alternative splicing program. *Science* 352, 982–986.
38. Ehrmann, I., Gazzara, M.R., Pagliarini, V., Dalgliesh, C., Kheirollahi-Chadegani, M., Xu, Y., Cesari, E., Danilenko, M., MacLennan, M., Lowdon, K., et al. (2016). A SLM2 feedback pathway controls cortical network activity and mouse behavior. *Cell Rep.* 17, 3269–3280. <https://doi.org/10.1016/j.celrep.2016.12.002>.
39. Nguyen, T.M., Schreiner, D., Xiao, L., Traunmüller, L., Bornmann, C., and Scheiffele, P. (2016). An alternative splicing switch shapes neurexin repertoires in principal neurons versus interneurons in the mouse hippocampus. *Elife* 5, e22757. <https://doi.org/10.7554/eLife.22757>.
40. Chen, T., Boisvert, F.M., Bazett-Jones, D.P., and Richard, S. (1999). A role for the GSG domain in localizing Sam68 to novel nuclear structures in cancer cell lines. *Mol. Biol. Cell* 10, 3015–3033. <https://doi.org/10.1091/mbc.10.9.3015>.
41. Mannen, T., Yamashita, S., Tomita, K., Goshima, N., and Hirose, T. (2016). The Sam68 nuclear body is composed of two RNase-sensitive substructures joined by the adaptor HNRNPL. *J. Cell Biol.* 214, 45–59. <https://doi.org/10.1083/jcb.201601024>.
42. Shah, A., Qian, Y., Weyn-Vanhenryck, S.M., and Zhang, C. (2017). CLIP Tool Kit (CTK): a flexible and robust pipeline to analyze CLIP sequencing data. *Bioinformatics* 33, 566–567. <https://doi.org/10.1093/bioinformatics/btw653>.
43. Danilenko, M., Dalgliesh, C., Pagliarini, V., Naro, C., Ehrmann, I., Feracci, M., Kheirollahi-Chadegani, M., Tyson-Capper, A., Clowry, G.J., Fort, P., et al. (2017). Binding site density enables paralog-specific activity of SLM2 and Sam68 proteins in Neurexin2 AS4 splicing control. *Nucleic Acids Res.* 45, 4120–4130. <https://doi.org/10.1093/nar/gkw1277>.
44. Feng, H., Bao, S., Rahman, M.A., Weyn-Vanhenryck, S.M., Khan, A., Wong, J., Shah, A., Flynn, E.D., Krainer, A.R., and Zhang, C. (2019). Modeling RNA-binding protein specificity in vivo by precisely registering protein-RNA crosslink sites. *Mol. Cell* 74, 1189–1204.e6. <https://doi.org/10.1016/j.molcel.2019.02.002>.
45. Koopmans, F., van Nierop, P., Andres-Alonso, M., Byrnes, A., Cijssouw, T., Coba, M.P., Cornelisse, L.N., Farrell, R.J., Goldschmidt, H.L., Howrigan, D.P., et al. (2019). SynGO: an evidence-based, expert-curated knowledge base for the synapse. *Neuron* 103, 217–234.e4. <https://doi.org/10.1016/j.neuron.2019.05.002>.
46. Fazzari, P., Paternain, A.V., Valiente, M., Pla, R., Luján, R., Lloyd, K., Lerma, J., Marín, O., and Rico, B. (2010). Control of cortical GABA circuitry development by Nrg1 and ErbB4 signalling. *Nature* 464, 1376–1380. <https://doi.org/10.1038/nature08928>.
47. Geiger, J.R., Melcher, T., Koh, D.S., Sakmann, B., Seeburg, P.H., Jonas, P., and Monyer, H. (1995). Relative abundance of subunit mRNAs determines gating and Ca<sup>2+</sup> permeability of AMPA receptors in principal neurons and interneurons in rat CNS. *Neuron* 15, 193–204. [https://doi.org/10.1016/0896-6273\(95\)90076-4](https://doi.org/10.1016/0896-6273(95)90076-4).
48. Begg, B.E., Jens, M., Wang, P.Y., Minor, C.M., and Burge, C.B. (2020). Concentration-dependent splicing is enabled by Rbfox motifs of intermediate affinity. *Nat. Struct. Mol. Biol.* 27, 901–912. <https://doi.org/10.1038/s41594-020-0475-8>.
49. Sanz, E., Yang, L., Su, T., Morris, D.R., McKnight, G.S., and Amieux, P.S. (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. *Proc. Natl. Acad. Sci. USA* 106, 13939–13944. <https://doi.org/10.1073/pnas.0907143106>.
50. Heiman, M., Kulicke, R., Fenster, R.J., Greengard, P., and Heintz, N. (2014). Cell type-specific mRNA purification by translating ribosome affinity purification (TRAP). *Nat. Protoc.* 9, 1282–1291. <https://doi.org/10.1038/nprot.2014.085>.
51. Somogyi, P., and Klausberger, T. (2005). Defined types of cortical interneurone structure space and spike timing in the hippocampus. *J. Physiol.* 562, 9–26. <https://doi.org/10.1113/jphysiol.2004.078915>.
52. Ali, A.B., and Thomson, A.M. (1998). Facilitating pyramid to horizontal oriens-alveus interneurone inputs: dual intracellular recordings in slices of rat hippocampus. *J. Physiol.* 507, 185–199. <https://doi.org/10.1111/j.1469-7793.1998.185bu.x>.
53. Pouille, F., and Scanziani, M. (2004). Routing of spike series by dynamic circuits in the hippocampus. *Nature* 429, 717–723. <https://doi.org/10.1038/nature02615>.
54. Siwani, S., França, A.S.C., Mikulovic, S., Reis, A., Hilscher, M.M., Edwards, S.J., Leão, R.N., Tort, A.B.L., and Kullander, K. (2018). OLMalpha2 cells bidirectionally modulate learning. *Neuron* 99, 404–412.e3. <https://doi.org/10.1016/j.neuron.2018.06.022>.
55. Raj, B., and Blencowe, B.J. (2015). Alternative splicing in the mammalian nervous system: recent insights into mechanisms and functional roles. *Neuron* 87, 14–27. <https://doi.org/10.1016/j.neuron.2015.05.004>.
56. Jensen, K.B., Dredge, B.K., Stefani, G., Zhong, R., Buckanovich, R.J., Okano, H.J., Yang, Y.Y., and Darnell, R.B. (2000). Nova-1 regulates neuron-specific alternative splicing and is essential for neuronal viability. *Neuron* 25, 359–371. [https://doi.org/10.1016/S0896-6273\(00\)80900-9](https://doi.org/10.1016/S0896-6273(00)80900-9).
57. Johnson, V., Junge, H.J., and Chen, Z. (2019). Temporal regulation of axonal repulsion by alternative splicing of a conserved microexon in mammalian Robo1 and Robo2. *Elife* 8, e46042. <https://doi.org/10.7554/eLife.46042>.
58. Chen, X., and Mayr, C. (2022). A working model for condensate RNA-binding proteins as matchmakers for protein complex assembly. *RNA* 28, 76–87. <https://doi.org/10.1261/ma.078995.121>.
59. Park, K.A., Ribic, A., Laage Gaupp, F.M., Coman, D., Huang, Y., Dulla, C.G., Hyder, F., and Biederer, T. (2016). Excitatory synaptic drive and feedforward inhibition in the hippocampal CA3 circuit are regulated by SynCAM 1. *J. Neurosci.* 36, 7464–7475. <https://doi.org/10.1523/JNEUROSCI.0189-16.2016>.
60. Ribeiro, L.F., Verpoort, B., Nys, J., Vennekens, K.M., Wierda, K.D., and de Wit, J. (2019). SorCS1-mediated sorting in dendrites maintains neurexin axonal surface polarization required for synaptic function. *PLoS Biol.* 17, e3000466. <https://doi.org/10.1371/journal.pbio.3000466>.
61. Taniguchi, H., Gollan, L., Scholl, F.G., Mahadomrongkul, V., Dobler, E., Limthong, N., Peck, M., Aoki, C., and Scheiffele, P. (2007). Silencing of neuroligin function by postsynaptic neurexins. *J. Neurosci.* 27, 2815–2824.
62. Wang, C.Y., Trotter, J.H., Liakath-Ali, K., Lee, S.J., Liu, X., and Südhof, T.C. (2021). Molecular self-avoidance in synaptic neurexin complexes. *Sci. Adv.* 7, eabk1924. <https://doi.org/10.1126/sciadv.abk1924>.
63. Schulz, J.M., Knoflach, F., Hernandez, M.C., and Bischofberger, J. (2018). Dendrite-targeting interneurons control synaptic NMDA-receptor activation via nonlinear alpha5-GABAA receptors. *Nat. Commun.* 9, 3576. <https://doi.org/10.1038/s41467-018-06004-8>.
64. Lim, L., Pakan, J.M.P., Selten, M.M., Marques-Smith, A., Llorca, A., Bae, S.E., Rochefort, N.L., and Marin, O. (2018). Optimization of interneuron function by direct coupling of cell migration and axonal targeting. *Nat. Neurosci.* 21, 920–931. <https://doi.org/10.1038/s41593-018-0162-9>.
65. Arendt, D. (2020). The evolutionary assembly of neuronal machinery. *Curr. Biol.* 30, R603–R616. <https://doi.org/10.1016/j.cub.2020.04.008>.
66. Witte, H., Schreiner, D., and Scheiffele, P. (2019). A Sam68-dependent alternative splicing program shapes postsynaptic protein complexes. *Eur. J. Neurosci.* 49, 1436–1453. <https://doi.org/10.1111/ejn.14332>.
67. Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., et al.

- (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676–682. <https://doi.org/10.1038/nmeth.2019>.
68. Liao, Y., Smyth, G.K., and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923–930. <https://doi.org/10.1093/bioinformatics/btt656>.
69. Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., and Durbin, R.; 1000 Genome Project Data Processing Subgroup (2009). The sequence alignment/map format and SAMtools. *Bioinformatics* 25, 2078–2079. <https://doi.org/10.1093/bioinformatics/btp352>.
70. Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.
71. Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. <https://doi.org/10.1186/s13059-014-0550-8>.
72. Yeo, G.W., Coufal, N.G., Liang, T.Y., Peng, G.E., Fu, X.D., and Gage, F.H. (2009). An RNA code for the FOX2 splicing regulator revealed by mapping RNA-protein interactions in stem cells. *Nat. Struct. Mol. Biol.* 16, 130–137. <https://doi.org/10.1038/nsmb.1545>.
73. Li, Q., Brown, J.B., Huang, H., and Bickel, P.J. (2011). Measuring reproducibility of high-throughput experiments. *Ann. Appl. Stat.* 5, 1752–1779.
74. Zhang, Y., Zhou, R., and Wang, Y. (2022). Sashimi.py: a flexible toolkit for combinatorial analysis of genomic data. Preprint at bioRxiv. <https://doi.org/10.1101/2022.11.02.514803>.
75. Huang, D.W., Sherman, B.T., and Lempicki, R.A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc.* 4, 44–57. <https://doi.org/10.1038/nprot.2008.211>.
76. Guzman, S.J., Schlögl, A., and Schmidt-Hieber, C. (2014). Stimfit: quantifying electrophysiological data with Python. *Front. Neuroinf.* 8, 16. <https://doi.org/10.3389/fninf.2014.00016>.
77. Smith, T., Heger, A., and Sudbery, I. (2017). UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. *Genome Res.* 27, 491–499. <https://doi.org/10.1101/gr.209601.116>.
78. Taniguchi, H., He, M., Wu, P., Kim, S., Paik, R., Sugino, K., Kvitsiani, D., Fu, Y., Lu, J., Lin, Y., et al. (2011). A resource of Cre driver lines for genetic targeting of GABAergic neurons in cerebral cortex. *Neuron* 71, 995–1013. <https://doi.org/10.1016/j.neuron.2011.07.026>.
79. Madisen, L., Zwingman, T.A., Sunkin, S.M., Oh, S.W., Zariwala, H.A., Gu, H., Ng, L.L., Palmiter, R.D., Hawrylycz, M.J., Jones, A.R., et al. (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat. Neurosci.* 13, 133–140. <https://doi.org/10.1038/nn.2467>.
80. Tsien, J.Z., Chen, D.F., Gerber, D., Tom, C., Mercer, E.H., Anderson, D.J., Mayford, M., Kandel, E.R., and Tonegawa, S. (1996). Subregion- and cell type-restricted gene knockout in mouse brain. *Cell* 87, 1317–1326.
81. Nakazawa, K., Sun, L.D., Quirk, M.C., Rondi-Reig, L., Wilson, M.A., and Tonegawa, S. (2003). Hippocampal CA3 NMDA receptors are crucial for memory acquisition of one-time experience. *Neuron* 38, 305–315.
82. Madisen, L., Mao, T., Koch, H., Zhuo, J.M., Berenyi, A., Fujisawa, S., Hsu, Y.W.A., Garcia, A.J., 3rd, Gu, X., Zanella, S., et al. (2012). A toolbox of Cre-dependent optogenetic transgenic mice for light-induced activation and silencing. *Nat. Neurosci.* 15, 793–802. <https://doi.org/10.1038/nn.3078>.
83. Van Nostrand, E.L., Pratt, G.A., Shishkin, A.A., Gelboin-Burkhart, C., Fang, M.Y., Sundaraman, B., Blue, S.M., Nguyen, T.B., Surka, C., Elkins, K., et al. (2016). Robust transcriptome-wide discovery of RNA-binding protein binding sites with enhanced CLIP (eCLIP). *Nat. Methods* 13, 508–514. <https://doi.org/10.1038/nmeth.3810>.
84. Zhang, C., Zhang, Z., Castle, J., Sun, S., Johnson, J., Krainer, A.R., and Zhang, M.Q. (2008). Defining the regulatory network of the tissue-specific splicing factors Fox-1 and Fox-2. *Genes Dev.* 22, 2550–2563. <https://doi.org/10.1101/gad.1703108>.
85. Di Bartolomei, G., and Scheiffele, P. (2022). An optimized protocol for the mapping of cell type-specific ribosome-associated transcript isoforms from small mouse brain regions. *Methods Mol. Biol.* 2537, 37–49. [https://doi.org/10.1007/978-1-0716-2521-7\\_3](https://doi.org/10.1007/978-1-0716-2521-7_3).
86. de la Grange, P., Dutertre, M., Correa, M., and Auboeuf, D. (2007). A new advance in alternative splicing databases: from catalogue to detailed analysis of regulation of expression and function of human alternative splicing variants. *BMC Bioinf.* 8, 180. <https://doi.org/10.1186/1471-2105-8-180>.
87. Noli, L., Capalbo, A., Ogilvie, C., Khalaf, Y., and Ilic, D. (2015). Discordant growth of monozygotic twins starts at the blastocyst stage: a case study. *Stem Cell Rep.* 5, 946–953. <https://doi.org/10.1016/j.stemcr.2015.10.006>.
88. Bischofberger, J., Engel, D., Li, L., Geiger, J.R.P., and Jonas, P. (2006). Patch-clamp recording from mossy fiber terminals in hippocampal slices. *Nat. Protoc.* 1, 2075–2081. <https://doi.org/10.1038/nprot.2006.312>.
89. Barry, P.H. (1994). JPCalc, a software package for calculating liquid junction potential corrections in patch-clamp, intracellular, epithelial and bilayer measurements and for correcting junction potential measurements. *J. Neurosci. Methods* 51, 107–116. [https://doi.org/10.1016/0165-0270\(94\)90031-0](https://doi.org/10.1016/0165-0270(94)90031-0).

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**Deposited data**

**Experimental models: Organisms/strains**

**Oligonucleotides**

**Software and algorithms**

**RESOURCE AVAILABILITY**

**Materials availability**

This study did not generate new unique reagents.

### Data and code availability

- This paper does not report original code.

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

We used mice in C57BL/6J background obtained from Janvier or mouse lines generated in previous studies.<sup>36</sup> The following transgenic mouse lines were obtained from Jackson Laboratory and maintained in C57BL/6J background: Grik4-cre (strain #:006,474), Sst-IRES-Cre (strain #:013,044), Camk2a-cre (strain #:005,359), Rpl22-HA (strain #:029,977), Ai9 ROSA-stop-tomato (Strain #:007,909), Ai32 ROSA-stop-ChR2/H134R (strain #:024,109), *Slm2* flox (Khdrbs3flox) mice were described in Traunmüller et al.<sup>36</sup> and are available at Jackson Laboratories (strain # strain #:029,273). Male and female mice (similar numbers) were used for acute slice preparations at postnatal day 17–70, for immunohistochemistry at embryonic day 16.5, postnatal day 2–3, and postnatal day 28–56. No influence of sex was determined. Behavioral experiments were conducted exclusively with male mice to reduce potential variability due to estrous cycle stage. Littermates were randomly assigned to experimental groups. All animals were group-housed with free access to food/water in accordance with the animal welfare guidelines and animal experimentation was reviewed and approved by the cantonal veterinary office of Basel-Stadt, Switzerland.

## METHOD DETAILS

### Mice

All procedures involving animals were approved by and performed in accordance with the guidelines of the Kantonales Veterinäramt Basel-Stadt.

*Slm2* floxed mice have been generated in the Scheiffele laboratory and were previously described.<sup>36</sup> *Rpl22-HA* (RiboTag) mice,<sup>49</sup> SST-cre mice,<sup>78</sup> Ai9 tdTomato,<sup>79</sup> *CamK2-cre* mice,<sup>80</sup> *Grik4-cre* mice,<sup>81</sup> ChR2-flox mice<sup>82</sup> were obtained from Jackson Laboratories (Jax stock no: 011,029, 013,044, 007,905, 005,359, 006,474, 012,569 respectively). All lines were maintained on a C57Bl6/J background. The specificity of cre-lines for recombination of the *Rpl22*-allele and/or *Slm2*<sup>flox</sup> was confirmed by immunohistochemistry. *Grik4-cre* mice require particular attention due to high rate of spontaneous germline recombination.

### Antibodies

Polyclonal antibodies for SLM2 and SAM68 were previously described.<sup>35</sup> Additional antibodies are rat anti-HA (Roche, #11867431001, 1:1000), mouse anti-NeuN (Chemicon #MAB377 1:2000), and rabbit anti-CTIP2 (Novus Biologicals, #NB100-2600). Secondary antibodies included donkey anti-rat IgG-Cy3 and Cy5 (Jackson ImmunoResearch, 712-165-153, 706-175-148 1:1000). DAPI nuclear stain was co-applied with secondary antibody at a final concentration of 0.5 µg/mL.

### Primary hippocampal cell culture

Primary hippocampal culture was prepared from RjOrl:SWISS E16 mouse embryos. Hippocampi were dissected in plain DMEM (Invitrogen), minced and transferred in 2mL DMEM to a 15mL tube. 2mL of the 0.25% to the final concentration of 0.125% were added and incubated for 25 min at 37°C in a water bath. Then 100µL of 1 mg/mL DNaseI (Roche) were added and incubated for additional 5min. The digestion solution was removed and hippocampi pieces were washed twice with DMEM containing 10% fetal bovine serum. Subsequently hippocampi pieces were triturated in 1mL neurobasal medium supplemented with B27 (Invitrogen), Glutamax (Invitrogen) and penicillin/streptomycin (Invitrogen). After trituration 4mL of neurobasal medium was added, cell suspension was filtered through a 70µL strainer and centrifuged for 10 min at 100xg. Supernatant was removed and cell pellet was resuspended in 5mL neurobasal medium. 100.000–120.000 cells per well were plated in a 24 well plate with cover slips coated with poly-D-lysine and laminin.

### Immunohistochemistry, image acquisition and statistical analysis

Cultured cells were fixed at day in vitro (DIV) 12 with 4% PFA in 1× PBS for 10 min at RT and washed 3× with 1×PBS. Cells were stained for endogenous Sam68 and SLM2 with polyclonal antibodies as previously described in Iijima et al., 2014. Briefly, fixed cells were blocked in blocking solution (5% milk, 0.1% Triton X-100 in PBS) for 1h at RT and then incubated with the primary antibodies anti-SLM2 (1:4000) and anti-SAM68 (1:2000) in blocking solution overnight at 4°C. After 3× washes with PBS cells were incubated for 1h with anti-rabbit-Cy3 and anti-guinea pig Cy5 antibodies in blocking buffer at RT, washed, stained with DAPI and mounted on glass slides. Images were acquired on an inverted LSM880 confocal microscope (Zeiss) using 63× Apochromat objectives in super-resolution Airyscan mode.

For immunohistochemistry on brain sections, postnatal animals (male and female) were transcardially perfused with fixative (4% paraformaldehyde in 100mM phosphate buffer, pH 7.2) and post-fixed over night at 4°. Embryonic brains were drop-fixed for 24h.

Brain samples were immersed in 30% sucrose in 1X PBS for 48h, cryoprotected with Tissue-Tek optimum cutting temperature (OCT) and frozen at  $-80^{\circ}$ . Early postnatal, adolescent and adult tissue was sectioned at  $40\mu\text{m}$  on a cryostat and collected in 1X PBS, whereas embryonic tissue was sectioned at  $20\mu\text{m}$  and collected directly on glass slides. Floating sections were blocked for 1h at RT in 10% Normal Donkey Serum +0.05% Triton X-100, immunostained over night at  $4^{\circ}\text{C}$  with primary antibody incubation diluted in 10% Normal Donkey Serum +0.05% Triton X-100. On slide staining was performed with blocking in 5% Normal Donkey Serum +3% BSA +0.05% Triton X-100 for 1h at RT, followed by RT incubation of primary antibody diluted in 1% Normal Donkey serum for 36h. Secondary antibodies were diluted in 1X PBS +0.05% Triton X-100 for 2h at RT for protein detection, except for on slide staining for which antibodies were diluted in 1X Normal Donkey Serum for 1.5 h at RT. Sections were mounted on glass slides with Prolong Diamond Antifade Mountant or Dako Fluorescence Mounting medium. Images were acquired at room temperature on an upright LSM700 confocal microscope (Zeiss) using  $40\times$  Apochromat objectives controlled by Zen 2010 software ( $1\mu\text{m}$  z-stacks). Hippocampal overview images were generated at room temperature on a Slidescanner AxioScan.Z1 (Zeiss) using a  $10\times$  objective. Stacks of  $24\mu\text{m}$  thickness ( $4\mu\text{m}$  intervals) were used for a maximum intensity projection. Overview images of embryonic and P2 animals were taken on an LSM700 upright using a  $10\times$  Apochromat objective controlled by Zen 2010 software and image tiling. Images were analyzed and assembled using ImageJ (Fiji) and Adobe Illustrator software.

SLM2 intensity levels were characterized in NeuN + cells residing in either CA1, CA3 or DG regions of the hippocampus. SST + neurons were identified by genetic labeling using SST-cre mice crossed with tdTomato. Intensity levels were determined using in three dimensions using Imaris 7.0.0, Bitplane AG). Three dimensional surfaces were created around each nucleus of either cell class and the labeling intensity was automatically generated by the software based on the intensities of isolated pixels (determined as arbitrary units).

SLM2 knock-out efficiency was determined by comparing WT and SLM2 conditional mutants in either CA1 (Camk2), CA3 (Grik4) or the stratum oriens above CA1 for SST. Intensity levels for calling a neuron SLM2+ or SLM2- were previously determined by the intensity levels of SLM2 observed in the dentate gyrus of the same section. Following this, the number of SLM2+ and SLM2- neurons in the respective area imaged with  $40\times$  was quantified. For quantification in CA1 and CA3 mice were 5–6 weeks of age whereas quantification in tdTomato+, SST + neurons was performed at p28. This strategy had been used as CamK2- and Grik4-cre recombinases are expressed at later developmental stages.

Quantification of the percentage of either SLM2 or HA + cells was performed as follows: Within an area of either CA1 or CA3 of mice expressing Rpl22, the number of HA + cells co-expressing SLM2 were determined. From the same image the number of SLM2+ cells that did or did not co-label with HA were additionally determined.

### eCLIP library preparation

How the deposited data were processed for this re-analysis (not part of the article)

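SLM2-bound RNA was measured by eCLIP in wild-type mouse whole brain and hippocampus, with 2 eCLIP libraries and 2 size-matched input libraries per tissue. The 2 eCLIP and 2 input libraries of *Slm2* KO hippocampus were not analysed here. Tissue was cross-linked in 3 exposures of 400 mJ/cm2. The authors trimmed reads with cutadapt 3.4, mapped them with STAR 2.7.9 to mm10, removed duplicates with UMI-tools 1.1.1, called peaks with CLIPper following the ENCODE eCLIP pipeline and merged the 2 replicates of each tissue by IDR, and the deposited lists hold peaks past their thresholds of 2 for both log2 fold change and −log10 IDR. The log2 fold change of each peak is eCLIP over size-matched input, computed by the authors with that pipeline. The −log10 p of each peak, for eCLIP against input, and its −log10 IDR were also computed by the authors; 5 hippocampal peaks stand at a −log10 p of 400. The lists carry no column names, and the meaning of their columns was taken from the columns of the authors' Table S1, whose sheets were held in part only.

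From these lists the following was computed. Peak positions were read as mm10 and matched to GENCODE annotation of GRCm38 (55450 genes, 21951 of them protein-coding) by the centre of the peak on the same strand; a peak makes every gene that holds its centre a target gene, while counts of peaks per gene and motif means give each peak to 1 gene (protein-coding before long non-coding genes, then the longest), and shares by feature give each peak 1 feature. Sequence came from the GRCm38 genome with repeats masked in lower case. Motif density was counted within 50 nt of the peak centre and in 2 flanks from 450 to 550 nt away, in windows with at most 20% masked bases, averaged over the peaks of a gene and compared over genes by 100000 sign flips, with intervals from 10000 bootstrap draws; densities given for a single gene or for a set of peaks in the closing section use all windows, masked or not. Gene lists written before the data were examined were compared with 10000 random lists matched in 20 bins of gene length, with Benjamini-Hochberg correction at 0.05. Overlap between tissues and distance to exons, within 500 nt, were compared with 10000 random placements of the peaks within their genes or the introns of their genes. A match to the sequencing adaptor was at least 10 nt. Shares carry exact 95% binomial intervals and were compared by Fisher's exact test.

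The genes named in the text were fixed by rule before the data were examined: genes the paper names as bound or not bound and those of its SLM2-dependent exons, the 10 genes with the most peaks and the genes of the 5 peaks of highest log2 fold change in each tissue, up to 4 members of each gene list with the most whole-brain peaks, and *Khdrbs1*, *Khdrbs2* and *Khdrbs3*. Other members of the gene lists are named where a count is small. The procedures were tested on simulated data, in which sign flips gave p under 0.05 in 0.045 of runs without an effect and in 0.97 of runs with a shift of 0.5 SD. Alternatives covered stricter thresholds, other windows and backgrounds, other overlap rules, and peaks left out for adaptor sequence or for a −log10 p below 2. Read counts, tracks and clusters of CLIP tags were not analysed here. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9, and samtools 1.23.1.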

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

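The tests of adaptor sequence, of p within the hippocampal list and of touching peaks were chosen after the results were seen. So were those of UWAA and GGWGG at the peaks of *Rbfox3*, *Grm4* and *Mbp*. Those of non-coding genes with 1 vote per gene or without *Malat1* and *Meg3* were also chosen then. The test of GC-rich surroundings was chosen before.

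Adaptor sequence in peaks is a signal outside what the paper discusses: 19 whole-brain peaks hold at least 10 nt of the sequencing adaptor, where random placement in the same genes gave 1.65 on average and 8 at most in 10000 draws, and 7 hippocampal peaks do (0.142 on average and 3 at most), of which 6 are among the 55 that overlap a whole-brain peak. The whole-brain ones are 22 to 30 nt long, have a median log2 fold change of 4.31 against 2.55 for the others, and are 7 of the 10 peaks of highest fold change. With all windows kept here and below, UWAA at them exceeded the flanks by −0.215 per 100 positions (95% interval −0.886 to 0.457), against 1.81 at the other peaks, which argues against binding at UWAA for this set. Reads with adaptor left on them that aligned to stretches of the genome resembling it may account for these peaks. No other biological explanation was tested.

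*Rbfox3* held 102 whole-brain peaks, the most of any gene, and the paper does not discuss it as a target. Together with *Grm4* and *Mbp* it was picked because UWAA is not dense at its whole-brain peaks. The excess was −0.129 (95% interval −0.318 to 0.0629) over 146 peaks of the 3 genes, against 1.94 in all other genes. This value restates the pattern and leaves binding at UWAA open. The 3 hippocampal peaks of *Rbfox3* went the other way, with 2.38 at peaks and 0.850 in flanks, and *Grm4* and *Mbp* had none there. GC-rich surroundings as such are argued against by peaks of other genes with flanks as GC-rich, where UWAA exceeded the flanks by 1.316 (0.927 to 1.73). A sequence with GGWGG may mark these peaks, where its excess was 0.540 (0.300 to 0.791) over the 3 genes, of which *Rbfox3* had 0.546 (0.248 to 0.859), *Grm4* 0.665 (0.0333 to 1.23) and *Mbp* 0.198 (−0.198 to 0.674), an interval that includes 0, and 0.564 at the equally GC-rich peaks of other genes, so it does not set the 3 genes apart. Whether the signal depends on SLM2 stays open, because the paper states for hippocampus that GGWGG is found to a similar extent in *Slm2* KO controls, which were not analysed here.

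Non-coding genes held 24.16% of hippocampal peaks (18.1 to 31.1) and 2.58% of whole-brain peaks (Fisher's exact test, two-sided, p = 4.59e-24), and 32 of these 43 hippocampal peaks lay in *Malat1*, which had 18, and *Meg3*, 2 genes the paper does not discuss. With 1 vote per gene the shares were 11.0% (10 of 91 genes) and 4.61% (20 of 434; Fisher's exact test, two-sided, p = 0.0247), and without *Malat1* and *Meg3* 7.53% and 2.58% of peaks (p = 0.00260). Touching fragments counted many times are argued against as the whole cause, since after merging them the shares were 20.4% and 2.46% (Fisher's exact test, two-sided, p = 3.496e-17). Among hippocampal peaks with a −log10 p of at least 2, 38 of 83 were in non-coding genes, against 5 of 95 below it (Fisher's exact test, one-sided, p = 1.016e-10), but the list was not filtered on p, so this does not bear on why such genes are in it. Low depth and a difference between the tissues themselves cannot be told apart and stay open, since tissue, depth and PCR cycles vary together.

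The intronic share differed between the tissues by 32.34 percentage points (whole brain minus hippocampus). UWAA excess at peaks differed between them by 1.145 per 100 positions, in windows with at most 20% masked bases and without pairing of genes in both lists.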

How the results depend on the processing

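Settings without hippocampal peaks of −log10 p below 2, without peaks with adaptor sequence, with touching peaks merged, with 1 gene per peak or with peaks in protein-coding genes only were chosen after the results were seen; the others were set before the data were examined. Of the alternatives set before, 46 values kept their direction and call or stayed within their error, 20 moved, 3 lost their call, 1 gained it and 4 reversed. Of those added later, 47 kept, 5 moved and 2 reversed. The 47 include whole-brain values without peaks of −log10 p below 2, which could not change because the lowest there is 2.82. Except where a setting keeps fewer peaks or genes by its construction, the cause of a change was not tested. No paired analysis was possible because each tissue has 1 list merged over its replicates, and no replicate could be left out. The hippocampal inputs hold 461577 and 452873 reads, and 95 of the 178 hippocampal peaks have a −log10 p below 2; whether depth is the reason was not tested.

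At a log2 fold change of at least 3, 464 peaks in 229 genes were left in whole brain and 34 in 21 in hippocampus, where the intronic share was 47.06%; gene lists past the test, with the list of targets the paper names counted in, numbered 2 in place of 9 in whole brain and 0 in place of 5 in hippocampus, and the UWAA difference between tissues reversed to −0.2082. At a −log10 IDR of at least 3, 337 peaks in 125 genes and 103 in 67 were left. With 1 vote per gene the intronic share was 89.86% and 70.33%, and for peaks in protein-coding genes only 80.74% in hippocampus. Without hippocampal peaks of −log10 p below 2, 83 peaks in 55 genes were left, with an intronic share of 32.53%, a UWAA difference that reversed to −0.02292, 0 gene lists past the test, and an upstream ratio that reversed to 0.8039.

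With all windows kept, the hippocampal UWAA difference was 0.8322 and passed the test, that of UUWAAAA reversed to 0.001028, and the best rank of a UUWAAAA 7-mer was 15 in whole brain and 1023 in hippocampus. With windows at the 5′ end of the peak, the whole-brain UUWAAAA difference was 0.02014 and lost its call, and the best ranks were 137 and 857. The hippocampal UWAA difference, not past its test, reversed to −0.01281 with peaks as units and to −0.02692 against dinucleotide-shuffled windows. Gene lists past the test were 5 in whole brain among genes over 50 kb, and in hippocampus 8 by Fisher's exact test without length matching and 3 for genes with at least 2 peaks. The whole-brain ratio of intronic peaks downstream of exons lost its call within 250 nt (1.35) and with exons of protein-coding transcripts only (1.053).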

Differences from the paper's values

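The alternatives named in this part were set before the data were examined.

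The paper gives 2% of binding in exons; here exons held 5.299% of whole-brain peaks and 37.64% of hippocampal peaks. The paper's value is for clusters of CLIP tags and does not name the tissue, and the values here are for merged peaks. No alternative reached it: any overlap of at least 1 nt with an exon gave 5.88% and 39.3%, a log2 fold change of at least 3 gave 4.74% and 52.9%, and 1 vote per gene gave 10.1% and 29.7%. The classes are not alike: Figure 1C counts 3′ UTRs apart from exons, while exons here take in UTRs and exons of non-coding transcripts, and coding exons alone held 0.389% and 0.562%.

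The paper's text gives 77% of binding in introns without naming the tissue, and its figure gives about 88% in whole brain and about 90% in hippocampus (Fig. 1C, read by eye, for clusters), so the figure shows no lower share in hippocampus. Here the shares were 94.7% and 62.4%; 1 vote per gene gave 89.9% and 70.3%, and a log2 fold change of at least 3 gave 95.3% and 47.1%.

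The paper's share of 3′ UTRs is about 11% in whole brain and about 6% in hippocampus (Fig. 1C, read by eye, also for clusters), against 0.7778% and 2.247% here. At a log2 fold change of at least 3 it was 0.647% and 0%, so this alternative differs from the paper's values too.

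The paper presents UWAA as enriched at cross-link sites, which were not analysed here. Its Figure 1D also shows UWAA around the centres of CLIP tag clusters for comparison. The values here are for centres of the merged peaks. In whole brain the density here was higher at peaks than in flanks (difference 1.18 per 100 positions), and in hippocampus the difference was 0.0329 (permutation test, p = 0.925); keeping all windows gave 0.832 (p = 0.00486). The paper gives UUWAAAA as the leading 7-mer of its motif search at cross-link sites; among whole-brain 7-mers here its best rank was 35, and 15 with all windows kept. The paper shows hippocampal tracks for *Grm5* and *Cadm1*, and the hippocampal list has 0 peaks in either region.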

Other observations

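The gene counts in this part come from the rule for named genes or were listed after the values were seen, and no test was made.

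In non-coding genes, whole-brain SLM2 peaks were most numerous in *Gm26871* with 14, in *Neat1*, the scaffold RNA of paraspeckles, with 11 and in *A330076H08Rik* with 8. Hippocampus had 1 peak in *Gm26871* and 1 in *Neat1*, and 3 in *Gm42418* with a median −log10 p of 109.7.

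Genes of the hippocampal list without a whole-brain peak include *Rock1* with 5 peaks (highest log2 fold change 2.59), *Ss18*, which encodes a subunit of a chromatin remodelling complex, with 3 (2.96), and *Eif4g2*, which encodes a translation factor, and *Lrch3* with 2 each (2.79 and 3.00). The peaks of each of these 4 genes are neighbouring fragments that start within 100 nt of each other. Potassium channel genes with many whole-brain peaks also include *Kcnd2* with 15 and *Kcnq5* with 11.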
